# General transcription factor TAF4 antagonizes epigenetic silencing by Polycomb to maintain intestine stem cell functions

**DOI:** 10.1038/s41418-022-01109-6

**Published:** 2023-01-13

**Authors:** Susanna Säisä-Borreill, Guillaume Davidson, Thomas Kleiber, Andréa Thevenot, Elisabeth Martin, Stanislas Mondot, Hervé Blottière, Alexandra Helleux, Gabrielle Mengus, Michelina Plateroti, Isabelle Duluc, Irwin Davidson, Jean-Noel Freund

**Keywords:** Molecular biology, Physiology

## Abstract

Taf4 (TATA-box binding protein-associated factor 4) is a subunit of the general transcription factor TFIID, a component of the RNA polymerase II pre-initiation complex that interacts with tissue-specific transcription factors to regulate gene expression. Properly regulated gene expression is particularly important in the intestinal epithelium that is constantly renewed from stem cells. Tissue-specific inactivation of Taf4 in murine intestinal epithelium during embryogenesis compromised gut morphogenesis and the emergence of adult-type stem cells. In adults, Taf4 loss impacted the stem cell compartment and associated Paneth cells in the stem cell niche, epithelial turnover and differentiation of mature cells, thus exacerbating the response to inflammatory challenge. *Taf4* inactivation ex vivo in enteroids prevented budding formation and maintenance and caused broad chromatin remodeling and a strong reduction in the numbers of stem and progenitor cells with a concomitant increase in an undifferentiated cell population that displayed high activity of the Ezh2 and Suz12 components of Polycomb Repressive Complex 2 (PRC2). Treatment of Taf4-mutant enteroids with a specific Ezh2 inhibitor restored buddings, cell proliferation and the stem/progenitor compartment. *Taf4* loss also led to increased PRC2 activity in cells of adult crypts associated with modification of the immune/inflammatory microenvironment that potentiated *Apc*-driven tumorigenesis. Our results reveal a novel function of Taf4 in antagonizing PRC2-mediated repression of the stem cell gene expression program to assure normal development, homeostasis, and immune-microenvironment of the intestinal epithelium.

## Introduction

The intestinal epithelium is characterized by dynamic cell renewal every 5–6 days fueled by active stem cells (SCs) located in crypts, the Lgr5^high^ Crypt Base Columnar cells (CBCs), that generate committed progenitors and ultimately mature digestive cells of the absorptive and secretory lineages [1]. These complex processes are controlled by complementary signaling pathways of which the main ones are Wnt, Notch and BMP. The last decades identified a whole range of transcription factors among which bHLH, HMG, homeodomain, Zinc-finger, Krüppel-like and other factors that are targeted by and/or cooperate with these pathways to ensure the dynamic homeostasis of the gut epithelium. These factors bind specific *cis*-regulatory DNA sequences and interact with the pre-initiation complex (PIC) of the general transcription machinery to promote gene expression. Their precise contribution to gut development and homeostasis has been deciphered through genetic knockouts. However, beyond these tissue-specifying transcription factors, the role of the general transcription machinery has not been addressed so far in the gut.

Taf4a (hereafter Taf4, for TATA-box binding protein-associated factor 4) and Taf4b are paralogous subunits of the general transcription factor TFIID comprising the TATA-box binding protein (TBP) and 13–14 TBP-associated factors (TAFs), that plays a critical role in PIC formation. While Taf4 is widely expressed, Taf4b displays a cell-restricted expression. We previously inactivated the *Taf4* gene in a variety of somatic murine tissues or during embryogenesis showing how Taf4 controlled gene expression programs in a tissue-specific manner regulating embryonic tissue differentiation [2] as well as the homeostasis of the epidermis [3] and the function of several endoderm-derived cell types such as the activation of post-natal metabolism genes in neonatal hepatocytes and the identity and activity of pancreatic beta cells [4, 5]. In addition to the liver and pancreas, the intestinal epithelium is another endodermal derivative that deserves attention because of its constant and active turnover.

Here, we inactivated *Taf4* in the intestinal epithelium in vivo during gut morphogenesis, adult homeostasis, and ex vivo in enteroid models. *Taf4* knockout compromised gut morphogenesis in embryos and impaired SCs and the dynamic homeostasis of the adult intestine. We reveal a novel function of Taf4 in antagonizing Polycomb Repressive Complex 2 (PRC2) to maintain the SC gene expression program. In absence of Taf4, SCs show increased PRC2 activity that correlates with an altered mucosal immune-microenvironment possibly involved in increased *Apc*-driven tumorigenesis.

## Results

### *Taf4* is required for proper development and morphogenesis of the embryonic intestinal endoderm

*Taf4* gene inactivation starting around days 10–11 post coitum (dpc) in the presumptive intestinal endoderm of *Taf4*^*lox/lox*^*::VilCre* embryos (hereafter *Taf4*^*IEndoC*^) led to perinatal lethality. Loss of Taf4 protein was progressive, being mosaic at 14.5 dpc and almost complete at 17.5 dpc. At this stage, the length of the gut was reduced in mutant compared to control fetuses (3.29 vs. 4.52 cm, *p* = 0.0007) with impaired morphogenesis and altered alkaline phosphatase activity and Muc2 expression indicated perturbed cell differentiation, whereas cell proliferation labeled by Ki67 was unchanged. The impact of *Taf4* loss on the dynamic morphogenetic process was enhanced at E18.5 as the mucosa became flat with only few bulged villi (Fig. 1). Alkaline phosphatase (Alpi) activity and mucin Muc2 expression were strongly reduced. Nevertheless, presumptive crypt regions were preserved as evidenced by labeling with Sox9 and Ki67 that further demonstrated the proliferative capacity of these cells. However, Olfm4 marking the emergence of adult-type SCs in the inter-villi regions was barely detectable. By contrast, expression of Cdx2 and Hnf4α 1–6, two important transcription factors for intestinal identity and differentiation, was unaltered, whereas Hes1 and Hnf4α 7–9 were diminished and irregular in the regions presenting the most altered phenotype. In addition, Caspase-3-stained apoptotic cells were observed mainly at the level of remnant villi.

**Fig. 1:**
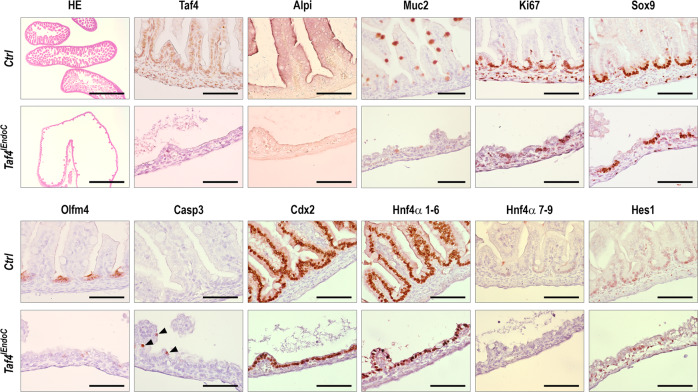
Morphological alteration resulting from *Taf4* inactivation in the gut endoderm of E18.5 fetuses. Morphology (HE) and immunohistochemical detection of the indicated proteins in E18.5 control *Taf4*^*los/lox*^ (Ctrl) and *Taf4*^*IEndoC*^ littermates. Bars are 50 µm except for HE and Muc2 where they represent 500 µm and 100 µm, respectively.

### *Taf4* regulates the dynamic homeostasis of the adult intestinal epithelium

*Taf4* was inactivated in the adult gut epithelium of *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ (hereafter *Taf4*^*IEC*^) and control mice by Tamoxifen injection at the age of 2–3-month-old. *Taf4* inactivation did not alter the general morphology of the intestinal crypt-villus axis (Fig. 2A). However, a significant proportion of mice of the *Taf4*^*IEC*^ series (15/28, 54%) had to be sacrificed during the course of the experiment as they reached the ethical limit point of weight lost. At later time points, the remaining 13 mice showed significantly lower body weight compared to controls that gained body weight over the same period (Fig. 2B). Progressively, *Taf4*^*IEC*^ mice were less active and suffered from diarrhea. They exhibited a swollen cecum distended by gas and the whole intestine appeared mechanically fragile.

**Fig. 2:**
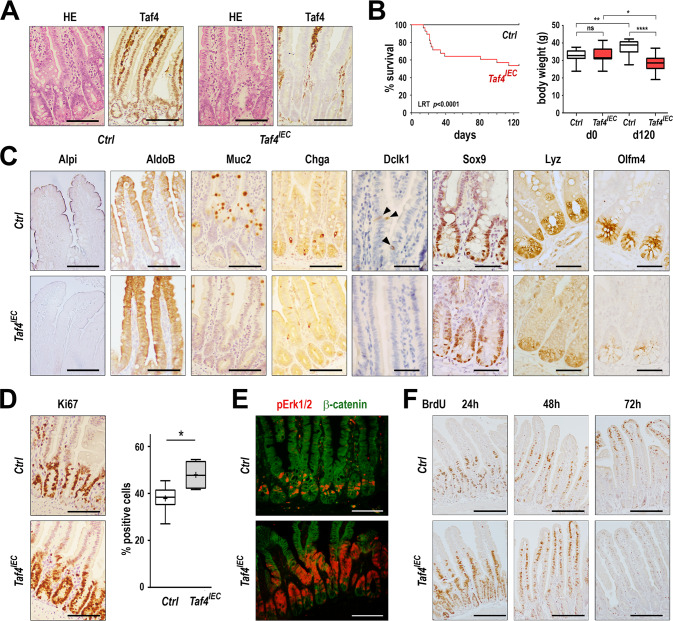
Homeostasis defects induced by *Taf4* inactivation in the adult gut epithelium. **A** Histology (HE) and immunodetection of the Taf4 protein in the intestine of adult *Taf4*^*IEC*^ and control *Taf4*^*los/lox*^ (Ctrl) mice 10 days after Tamoxifen injection. Bars are 100 µm. **B** Overall survival of *Taf4*^*IEC*^ (red boxes) and *Taf4*^*lox/lox*^ (Ctrl; white boxes) mice after Tamoxifen injection (*n* = 28 in each group; LRK Logrank test). Body weight of the 13 *Taf4*^*IEC*^ mice surviving up to the end of the experiment and of 13 mice of the Ctrl group at day 0 and day 120 after Tamoxifen administration. ns not significant; *p = 0.01; **p < 0.02; ****p < 0.0001. Boxes extend from the 25th–75th percentile and whiskers represent mean to max. **C** Immunodetection of the indicated proteins in the ileum of *Taf4*^*IEC*^ and control mice 10 days after Tamoxifen injection. Bars are 100 µm for Alpi, Aldob, Muc2 and Chga, and 50 µm for Dclk1, Olfm4, Lyz and Sox9. **D** Ki67 immunostaining and cell counts in the ileum of *Taf4*^*ΔIEC*^ and control mice. Bars are 100 µm. Boxes extend from the 25th–75th percentile and whiskers represent mean to max. *p < 0.05. **E** Immunofluorescent staining of phospho-Erk1/2 (red) and β-catenin (green) in *Taf4*^*IEC*^ and control mice. Bars are 100 µm. **F** BrdU detection in the jejunal mucosa of *Taf4*^*IEC*^ and control mice at the indicated days after the single injection of BrdU. Bars are 200 µm.

The gut epithelium of Tamoxifen-injected *Taf4*^*IEC*^ mice exhibited cellular alterations in both proliferation and differentiation compartments (Fig. 2C). In the villi, enterocytes showed lower Alpi activity but increased Aldolase levels. The number of Muc2-positive goblet cells was reduced and enteroendocrine cells expressed less Chga. Dclk1 labeling of tuft cells was also strongly reduced. In the crypts, Sox9 was unaltered whereas Lyz in Paneth cells and Olfm4 in SCs were reduced, but still expressed. Ephb2, another marker of SCs was also reduced, although less than Olfm4 (Supplementary Fig. 1A). Functionally, the overall reduction of differentiated cells and/or of their features were associated with increased cell proliferation visualized with Ki67, higher phospho-Erk1/2 staining in the proliferative compartment, and accelerated cell turnover assessed by BrdU pulse-chase labeling (Fig. 2D, F). There was also a tendency to increased apoptosis displayed by activated Caspase-3, whereas the expression patterns of transcription factors Cdx2, Hnf4α 1–6 and 7–9, and Hes1 were unaltered (Supplementary Fig. 2).

To strengthen the relationship between the loss of Taf4 protein in SCs and the defective differentiation of mature villi cells, *Taf4*^*lox/lox*^*::Lgr5-GFP-CreER*^*T2*^ mice (hereafter *Taf4*^*CBC*^) were generated to selectively inactivate *Taf4* in the CBCs. Adult mice were treated with Tamoxifen and analyzed 6 days later. As expected from the mosaic expression of the *Lgr5-GFP-CreER*^*T2*^ allele in CBCs, only few crypts exhibited Taf4 loss in SCs whereas it remained present in adjacent Paneth cells due to their slow turnover (Supplementary Fig. 1B). *Taf4*^*CBC*^ mice showed villi lined by Taf4-positive cells with few intermingled ribbons of Taf4-negative cells originating from the Taf4-depleted crypts. Taf4-negative cells in the villi exhibited less Alpi activity compared to adjacent Taf4-expressing cells, indicating that Taf4 inactivation in SCs compromised the terminal differentiation of their progeny migrating up the villi (Supplementary Fig. 1C).

Altogether, these results highlight that *Taf4* inactivation perturbs the dynamic homeostasis of the SC niche and transit amplifying cell compartment ultimately leading to impaired differentiation of both absorptive and secretory cell lineages.

### *Taf4* regulates proliferation and the immune/inflammatory microenvironment in fetal and adult intestine

The effect of *Taf4* inactivation on gene expression was investigated by RNA-seq in the intestine of E17.5 *Taf4*^*IEndoC*^ fetus vs. control littermates (Supplementary Table 1), and in the ileum of adult *Taf4*^*IEC*^ vs. control *Taf4*^*lox/lox*^ mice 10 days after Tamoxifen administration (Supplementary Table 2). Comparing the transcriptional changes resulting from *Taf4* inactivation in E17.5 *Taf4*^*IEndoC*^ and adult *Taf4*^*IEC*^ mice revealed a higher number of down-regulated than up-regulated genes at both stages (respectively 1160 vs. 173 in fetuses and 769 vs. 284 in adults, (|log_2_(FC) | > 1, *p* value < 0.05) (Fig. 3A). At E17.5, KEGG and GSEA analyses showed that down-regulated genes were enriched in terms associated with metabolism, reflecting the alteration of functional epithelial cell differentiation (Fig. 3B, C). GSEA analyses of up-regulated genes revealed enrichment in terms associated with increased proliferation (Fig. 3C). Loss of *Taf4* in the adult intestine corroborated and extended the immune-histological data, with many genes involved in enterocyte functions down-regulated, including those coding for digestive enzymes (Alpi, Anpep, Treh), fatty acid binding proteins (Fabp2, -6, -7), and more than 40 soluble carrier family members among which the transporters/cotransporters of Na/Glucose (Slc5a11/Sglt6, Slc5a12/Smct2), oligopeptides (Slc15a1/Ppept1), short-chain fatty acids (Slc16a3), amino acids (Slc7a8, Slc7a9, Slc7a15, Slc38a3) and folate (Slc46a1, Slc46a3) (Supplementary Table 2). However, the α-glucosidase genes *Sis* and *Mgam* and the aldolase gene *Aldob* were upregulated. Goblet cell mucin genes *Muc4* and *Muc20* were decreased, along with enteroendocrine genes encoding precursors and regulatory peptides (*Chga*, *Chgb*, *Cck*, *Gip*, *Pyy*, *Sct* and *Sst*) as well as *Dclk1* and *Pou2f3* for tuft cells. KEGG and GSEA analysis confirmed enrichment of the down-regulated genes in different aspects of metabolism (Fig. 3B, D), whereas GSEA analysis of the up-regulated genes showed enrichment in cell proliferation (Fig. 3D). In addition, altered gene expression was observed in the SC niche, as exemplified by reduced expression of CBC signature genes (*Agr3*, *Ciita*, *Esrrg*, *Fras1*, *H2-Eb1*, *Hk2*, *Lect2*, *Olfm4*, *Rdh16*, *Sdsl*, *Sectm1b*, *Tifa*, *Tnfsf10*, *Tns4*, *Vnn1*) [6] as well as Paneth cell genes (*Defa26*, *Dafa-rs1*, *Defb1*, *Defb37*, *Lyz1*, *Mmp7*). Thus, *Taf4* inactivation perturbed the SC compartment and terminal differentiation of all mature epithelial cell types migrating along the villi.

**Fig. 3:**
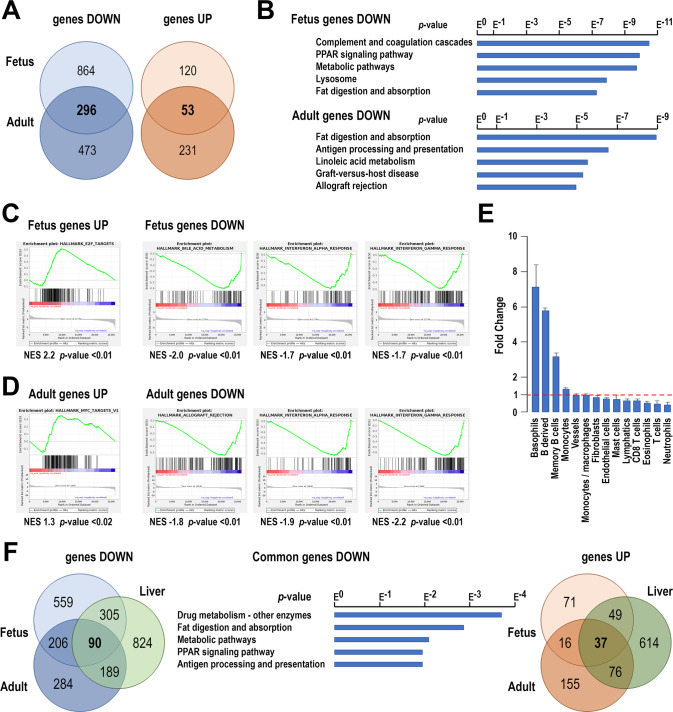
Gene expression changes after *Taf4* inactivation. **A** Venn diagrams representing the down- and up-regulated genes in E17.5 *Taf4*^*IEndoC*^ fetuses and adult *Taf4*^*IEC*^ mice compared to their respective controls. **B** KEGG ontology enrichment is shown for the downregulated genes in fetuses and adults, ordered according to the *p* value. **C** GSEA analysis of the up-regulated and downregulated genes in fetuses identifying respectively hallmarks for E2F targets and for bile acid metabolism, and IFNα and IFNγ response. **D** GSEA analysis of the up-regulated and downregulated genes in adults identifying respectively hallmarks for Myc targets and for allograft rejection, and IFNα and IFNγ response. **E** Stromal cell population evaluation from RNA-seq data using the MCP method, expressed as the proportion of each cell type in *Taf4*^*IEC*^ mice compared to controls. **F** Venn diagrams of the down-regulated genes (left) and up-regulated genes (right) enriched in common in the intestine of E17.5 *Taf4*^*IEndoC*^ fetuses and adult *Taf4*^*IEC*^ mice, and in the *Taf4*-null liver of 12 days suckling mice. Middle: KEGG ontology enrichment of the 90 genes down-regulated in common in the fetal and adult intestine and in the liver of *Taf4*-deficient mice.

A subset of genes was de-regulated in a similar manner in both the embryonic and adult contexts (Fig. 3A), sharing enrichment of several GSEA and KEGG ontology pathways notably associated with increased proliferation for the up-regulated genes and inflammation/immune functions including allograft rejection and the interferon (IFN) alpha and IFN gamma pathways for the down-regulated genes. Murine Microenvironment Cell Population (MCP [7]) counter analyses of the RNA-seq data further showed a modification of the immune microenvironment with increased number of basophils and B cells and reduced T cells in the *Taf4*-mutant adult intestinal mucosa (Fig. 3E). *Taf4* inactivation thus had cell-autonomous effects on epithelial cells, but also a non-cell-autonomous impact on the mucosal microenvironment.

We previously reported that *Taf4* inactivation in endoderm-derived neonatal hepatocytes also upset metabolic pathways [4]. Among the down-regulated genes in hepatocytes, 395 were shared with the fetal gut and 279 with the adult gut, 90 of them being affected in all 3 contexts (Fig. 3F). KEGG pathway analysis linked these 90 genes to several aspects of metabolism, complement function and chemical carcinogenesis (Fig. 3F).

### *Taf4* inactivation in the adult gut modifies the microbiota and enhances the inflammatory response

Along with digestive and metabolic functions, the gut epithelium plays an important barrier function at the interface between the luminal microbiota and the stroma. Diarrhea and the swollen cecum after *Taf4* loss suggested changes in the microbiota. Comparison of the bacterial composition within the cecum of Tamoxifen-treated *Taf4*^*IEC*^ and control *Taf4*^*lox/lox*^ mice 1 month after *Taf4* inactivation revealed reduced α-diversity with fewer operational taxonomic units (OTUs) in mutants than in controls (Supplementary Fig. 3A). The microbiota of *Taf4*^*IEC*^ mice showed higher abundance of *Helicobacteriaceae*, *Bifidobacteriaceae* and *Deferribacteraceae* families but reduction of *Porpyromonadaceae*. At genus level, seven genera displayed differential levels: *Bifidobacterium*, *Clostridium XIVb* and *XVIII*, *Helicobacter*, *Mucispirillum* and *Olsenella* were significantly more abundant in mutants, whereas controls harbored more *Marvinbryantia*. OTUs included in *Helicobacter* genera were close to *H. typhlonius* (100%), *H. ganmani* (98%) and an uncultured species (JRPC—100%), and those included into *Bifidobacterium* genera close to *B. pseudolongum* (98%) and *B. animalis* (100%); *M schaedleri* (100%) was the main strain among *Mucispirillum* genera (Supplementary Fig. 3A). Two genera found in higher abundance in the cecum of *Taf4* deficient mice, *Helicobacter* and *Olsenella*, usually colonizers of the upper part of the digestive tract, are considered as detrimental for host health. *Bifidobacterium*, *Mucispirillum* and *Clostridium XIVb* and *XVIII*, also in higher proportion in *Taf4*-deficient mice, are commensals of the gut ecosystem with a metabolism oriented toward SCFA production, whereas *Marvinbryantia*, preferentially found associated with small intestinal microbiota and including species that use cellulose to produce acetate [8], are reduced in *Taf4*-deficient mice. Thus, *Taf4* inactivation in the intestinal epithelium impacts the composition of the gut microbiota by reducing its diversity and favoring the presence of microbes from the upper part of the digestive tract in the distal part, while maintaining SCFA-producing bacteria whose activity should support higher cell proliferation rate of colonocytes. Interestingly, the microbiota changes triggered by *Taf4* invalidation were accompanied by increased paracellular permeability of the epithelium measured in vivo by FITC-Dextran luminal-to-blood transfer, whereas transcellular permeability measured with D-Xylose remained unchanged (Supplementary Fig. 3B). It is worth noting that decreased microbiota diversity is observed in several pathological contexts where the mucosal barrier integrity/functionality is altered [9].

Considering the changes in epithelial barrier activity, microbiota composition and stromal cell composition induced by *Taf4* loss, mice were challenged with a pro-inflammatory stimulation. For this purpose, *Taf4*^*IEC*^ and control *Taf4*^*lox/lox*^ mice (*n* = 5 in each group) were treated with Tamoxifen and 12 days later were given 2% DSS in drinking water for 5 days before returning to tap water for 3 days. Two *Taf4*^*IEC*^ mice exhibited traces of blood in the rectum already before DSS treatment, and 2 mice of this group were euthanized in the 2 days after the end of DSS treatment because they had reached the ethical limit point. Survey of the mice during the course of the experiment revealed a significantly higher clinical score in *Taf4*-deficient mice compared to controls (*p* = 0.0009) (Supplementary Fig. 3C), while the length of the colon was also shorter in mutants at the end of experiment (5.6 cm vs. 8.1 cm, *p* = 0.012). Histological examination showed a nearly normal structure with a regular glandular organization of the distal colon of control mice after the 2% DSS treatment, whereas *Taf4*-inactivated mice exhibited a severely altered colonic mucosa with edema, large areas of immune cell clots, and an irregular single epithelial layer with few remnant glands (Supplementary Fig. 3D). The mutant epithelium showed strongly reduced cell proliferation, high proportion of apoptotic cells labeled with activated Caspase-3 and homogeneous expression of Ephb2 (Supplementary Fig. 3D). These observations demonstrated exacerbated sensitivity of *Taf4*-deficient mice to acute inflammation.

### Impact of *Taf4* inactivation on enteroid morphogenesis

To better understand the cell autonomous effects of *Taf4* loss in the intestinal epithelium cells, we developed crypt-derived 3D enteroids and inactivated *Taf4* ex vivo [10]. For this purpose, enteroids were established from the ileum of Tamoxifen-free *Taf4*^*IEC*^ and control *Taf4*^*lox/lox*^ mice. As expected, enteroids of both genotypes cultured in standard medium generated typical 3D structures with crypt-like buddings lined by a single polarized epithelium. An analogous situation was observed with *Taf4*^*lox/lox*^ enteroids treated with 4-Hydroxy-Tamoxifen (4-OHT) during the first 3 days of culture. In contrast, 4-OHT-treated *Taf4*^*IEC*^ enteroids resulted in altered 3D structures characterized by a flat cuboidal epithelium, reduced budding outgrowths, and accumulation of cell debris and DNA within the lumen and even outside the spheroids, as illustrated at day 5 of culture (Fig. 4A, B). Ultimately, these disorganized cystic enteroids degenerated, indicating compromised morphogenesis and survival upon Taf4 loss.

**Fig. 4:**
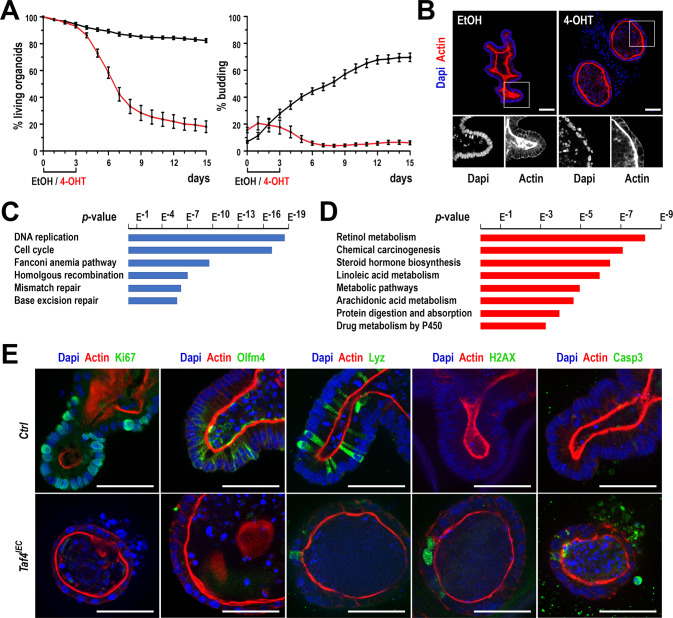
Effect of *Taf4* inactivation on enteroid morphogenesis. **A** Survival and budding activity after early *Taf4* gene inactivation. *Taf4*^*IEC*^ enteroids were plated and treated 2 h later with 4-OHT in EtOH (red line) or EtOH alone (black line) for 3 days. In total, 50–100 3D structures were counted at each time point. **B** Morphology of the *Taf4*^*IEC*^ enteroids at day 5 of culture, that is 2 days after treatment with EtOH (left) or 4-OHT (right). Boxed regions are enlarged below. Nuclei are stained with Dapi (blue) and the actin network with Phalloidin (red). Bars are 50 µm. **C** Top 6 enriched KEGG pathways in downregulated genes in 4-OHT treated *Taf4*^*IEC*^ vs. *Taf4*^*lox/lox*^ enteroids. **D** Top 8 enriched KEGG pathways in upregulated genes in 4-OHT treated *Taf4*^*IEC*^ vs. *Taf4*^*lox/lox*^ enteroids. **E** Immunofluorescence detection of the indicated proteins in *Taf4*^*lox/lox*^ (Ctrl) and *Taf4*^*IEC*^ enteroids treated with 4-OHT at day 5 of culture (2 days after treatment with 4-OHT). Bars are 50 µm.

The consequence of *Taf4* inactivation on enteroid gene expression was investigated by RNA-seq performed after 3 days of 4-OHT treatment, to capture the most direct effects of *Taf4* loss at a stage when the cellular phenotype was still mild. Compared to control 4-OHT-treated *Taf4*^*lox/lox*^ enteroids, treated *Taf4*^*IEC*^ enteroids showed 3269 deregulated genes (Supplementary Table 3). KEGG annotation of the 1623 down-regulated genes identified DNA replication/cell cycle and DNA repair as the major pathways affected by *Taf4* loss (Fig. 4C). Specifically, 182 of the 510 genes of the intestinal SC signature [6] were down-regulated, including receptor genes present on CBCs: *Fzd7*, *Fzd2*, *Lgr5*, *Notch1* and *Tnfrsf19*. Genes encoding ligands of these receptors, expressed by Paneth cells in the epithelial SC niche, were also down-regulated: *Wnt3*, *Wnt5a*, *Wnt9b*, *Dll3*, *Jag2*, *Egfl8*. Expression of the *Cdx2* homeobox gene, that dictates intestinal identity in SCs, was perturbed as well as genes encoding differentiation markers of mature intestinal cell types, among which *Defa17/20/21/24/26* and *Mmp7* for Paneth cells, *Muc4/20* and *Tff2* for goblet cells, *Chga/b* and *Cck* for enteroendocrine cells, and *Aldoa* and *Fabp5* for enterocytes. However, other marker genes were upregulated such as *Cdhr2/5*, *Dpp4*, *Fabp1/2/6*, *Mgam*, *Sis* and *Vill*. KEGG analysis of the upregulated genes identified pathways related to chemical carcinogenesis and metabolic processes (Fig. 4D).

Immunofluorescence at day 5, that is 2 days after the end of 4-OHT treatment, corroborated the transcriptomic results (Fig. 4E). Compared to controls, *Taf4* loss led to a strong reduction of the cell proliferation marker Ki67. The decline in cell proliferation was associated with loss of the SC marker Olfm4 and reduction of Lysozyme in Paneth cells. In addition, considering the number of downregulated genes involved in DNA replication and repair, including *Kdm2b*, *Ppar1* and *Timeless* that signal DNA damage response [11], a strong punctate staining of γH2AX was observed selectively in 4-OHT-treated *Taf4*^*IEC*^ enteroids. In line with this, activated Caspase-3-labeled apoptotic cells were detected in *Taf4*^*IEC*^ but not in control *Taf4*^*lox/lox*^ enteroids.

Thus, *Taf4* loss alters the SC gene expression program and triggers defects in DNA integrity and replication leading to cell apoptosis ultimately eliciting enteroid degeneration and death.

### Impact of *Taf4* inactivation on enteroid maintenance

Having demonstrated the important role of Taf4 on enteroid morphogenesis, we asked if it was required for enteroid maintenance, when buddings were already formed with SCs in their niche. For this purpose, enteroids were grown for 5 days in the absence of 4-OHT that was then added to the culture medium for 3 days. Under these conditions, *Taf4*^*IEC*^ enteroids progressively lost buddings generated during the first 5 days of culture, stopped growing but remained viable up to day 15, although they could no longer be passaged (Fig. 5A). Immunofluorescence for Ki67 demonstrated reduced cell proliferation in *Taf4*^*IEC*^ enteroids (Fig. 5B). Moreover, the presence of apoptotic bodies at the level of Ki67-positive cells was seen by activated Caspase-3 immunodetection, suggesting that proliferative cells enter apoptosis in the absence of Taf4.

**Fig. 5:**
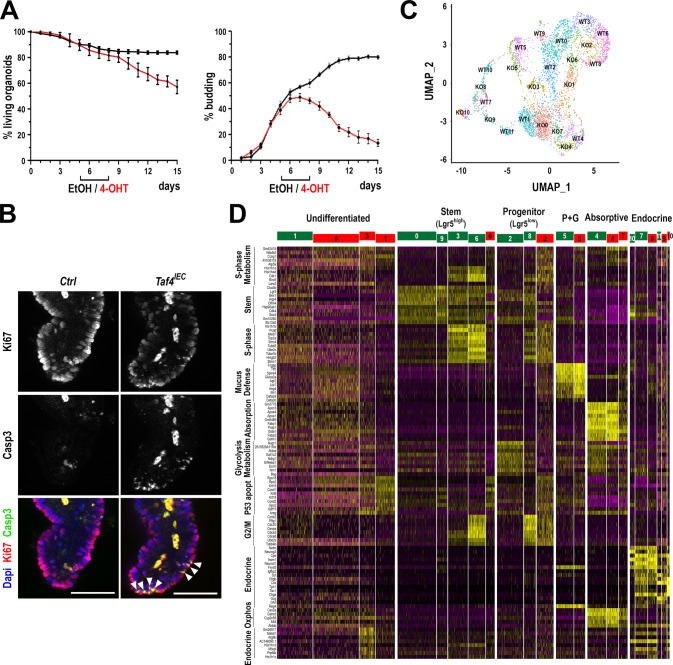
Effect of *Taf4* inactivation on enteroid homeostasis. **A** Survival and budding activity after late *Taf4* gene inactivation. *Taf4*^*IEC*^ enteroids were plated and treated with 4-OHT (red line) or EtOH (black line) at days 5 to 7 of culture. In total, 50–100 3D structures were counted at each time point. **B** Immunodetection of proliferating cells (Ki67) and apoptotic bodies (activated Caspase-3) at day 8 of culture in 4-OHT-treated *Taf4*^*IEC*^ vs. *Taf4*^*lox/lox*^ (Ctrl) enteroids. White arrowheads show costaining. Bars are 50 µm. **C** Uniform manifold approximation and projection (UMAP) clustering from scRNA-seq analyses in 4-OHT-treated *Taf4*^*IEC*^ and *Taf4*^*lox/lox*^ enteroids at day 8 of culture. Cell clusters identified in *Taf4*^*lox/lox*^ and *Taf4*^*IEC*^ enteroids were labeled WT0 to WT11 and KO0 to K010, respectively. **D** Heatmap of the top markers identified by scRNA-seq in the WT0 to WT11 (green) and KO0 to K010 (red) cell clusters. Absorptive: enterocytes; P + G: Paneth and goblet cells, Endocrine: enteroendocrine cells.

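Enteroids from ileal crypts were grown for 8 days, with 1 µM 4-OHT present for 3 days from day 5, and live cells were captured on the 10X Genomics platform, which reads transcripts from their 3′ end. There was 1 library of control and 1 library of *Taf4* IEC enteroids. The paper gives the control as *Taf4* lox/lox enteroids treated with 4-OHT, whereas the label of the control library names ethanol alone. With 1 library per condition there were no replicates, so no test was made between conditions, and the 95% intervals given throughout (exact Poisson for molecules, exact Clopper-Pearson for shares of cells) cover counting error only. The authors aligned the reads to the mm10 genome, removed unexpressed genes and counted unique molecular identifiers (UMIs) per gene and cell. The values used here are these counts without normalization. The control library held 39947009 UMIs on 16061 genes in 2563 cells, and the *Taf4* IEC library 24990128 UMIs on 15786 genes in 1811 cells. The median depth was 16749 UMIs per cell in the control and 2254 in the *Taf4* IEC library, and 17.3% and 49.1% of the cells had under 2000 UMIs. Every cell already met the paper's filter of 200 to 6000 genes and under 15% mitochondrial UMIs. No control cell reached 5000 genes, whereas *Taf4* IEC cells reached 5997. For each gene the UMIs were summed over cells and given per 10000 UMIs of all genes, and log2 ratios are *Taf4* IEC over control. Over the 10002 genes with at least 200 UMIs the median log2 ratio was 0.16, and it was -0.03 when mitochondrial, ribosomal protein, *Gm42418* and *AY036118* genes were left out of the total.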

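*Taf4* transcripts were not fewer in the library labelled *Taf4* IEC. *Taf4* (chromosome 2, 179912146 to 179976646 in GRCm38) had 278 UMIs in the control (0.0696 per 10000, 0.0617 to 0.0783) and 236 in the *Taf4* IEC library (0.0944, 0.0828 to 0.107), a log2 ratio of 0.44 (0.18 to 0.70). The alternative that moved it most, thinning each cell to 500 UMIs, gave 0.95. Counts per gene do not tell transcripts of a recombined allele from those of an intact one. Its paralog *Taf4b* (chromosome 18, 14783201 to 14960424) had 118 and 98 UMIs, a log2 ratio of 0.41 (0.01 to 0.81) that turned to -1.08 after the same thinning. The libraries are therefore named by their labels, and none of the differences between them is tied here to a measured fall in *Taf4* transcripts.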

To decipher the impact of *Taf4* loss on the different cell populations that make up the enteroid at this stage, we performed single-cell (sc) RNA-seq at day 8 of culture. 

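Each library was clustered alone with the paper's settings (LogNormalize, 20 principal components, resolution 0.9), with 2000 variable genes and with UMI count and mitochondrial percent regressed out, neither of which the paper's text names, which gave 14 clusters in each. Clusters were named from lists of 11 stem, 12 enterocyte, 19 Paneth/goblet, 14 enteroendocrine and 8 tuft markers. A cluster took the name of the class with the most markers, if at least 3 of them had 10 UMIs and reached 1.5 times the mean level of the 2 libraries, unless its 10 leading genes held more markers of another class, or no marker of its own class and at least 1 gene of the low-quality list. This threshold was chosen among 4 such rules after the markers of the clusters had been seen. Stem-like clusters held 1054 control cells (41.1%, 39.2 to 43.1) and 432 *Taf4* IEC cells (23.9%, 21.9 to 25.9), enterocyte-like clusters 298 (11.6%) and 311 (17.2%), Paneth/goblet-like clusters 191 (7.45%) and 184 (10.2%), enteroendocrine-like clusters 264 (10.3%) and 201 (11.1%), and tuft-like clusters 83 (3.24%) and 15 (0.828%). No direction can be given for the tuft-like share. Its difference of -2.41 points was reversed in 5 of 15 alternatives, up to 4.56 without regression (3.28% of control and 7.84% of *Taf4* IEC cells), and 4 further alternatives named no tuft-like cluster in either library. Tuft markers took 1.21 of 10000 UMIs in the control and 34.3 in the *Taf4* IEC tuft-like cluster, and stem markers 18.9 and 5.99. The remaining clusters, 673 control cells (26.3%) and 668 *Taf4* IEC cells (36.9%), stayed unnamed. The leading-gene condition, also set after the data had been seen, kept 2 *Taf4* IEC clusters of 481 and 105 cells (26.6% and 5.80% of the library) out of the classes, the larger with 3 enteroendocrine and the smaller with 6 stem markers, and no control cluster. With this condition dropped, an alternative added after the data had been seen, enteroendocrine-like clusters held 37.7% and unnamed ones 4.53% of the *Taf4* IEC cells. Since these names were rebuilt, a difference from the paper's clusters can come from the names.

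**Figure D1:**
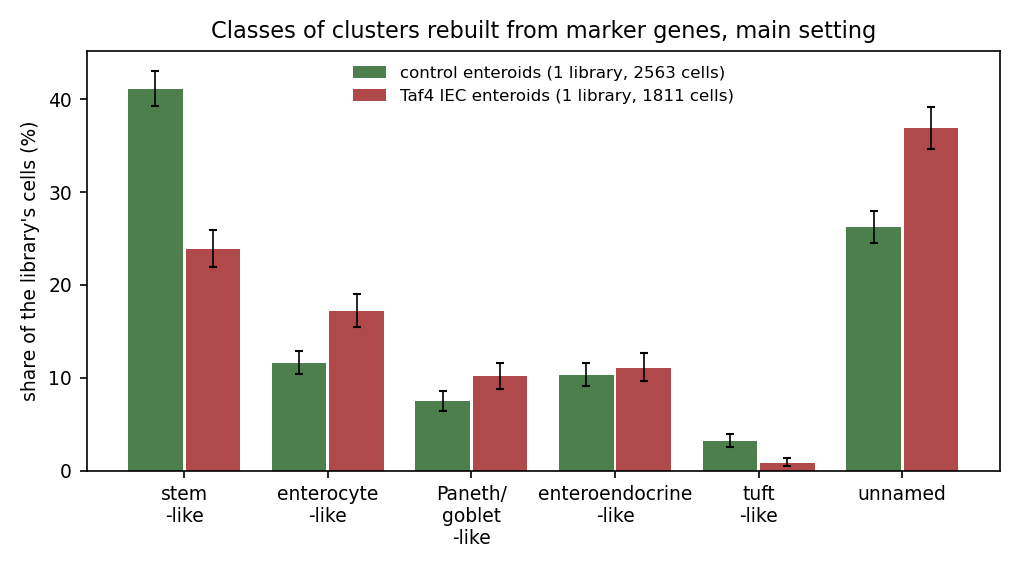
Share of the cells of each library (%) in each class of clusters, for 2563 control (green) and 1811 *Taf4* IEC (red) enteroid cells, 1 library each. Error bars are 95% exact binomial intervals for counting error only. Stem-like clusters hold 41.1% of the control and 23.9% of the *Taf4* IEC cells, and unnamed clusters 26.3% and 36.9%.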

UMAP representation defined a collection of cell populations from both the 4-OHT-treated control and *Taf4*^*IEC*^ enteroids (Fig. 5C) that displayed distinctive expression signatures allowing their identification (Fig. 5D and see Supplementary Datasets 4–8). 

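Of the 14 control clusters, 5 were stem-like, with 308, 245, 214, 194 and 93 cells. *Lgr5* (chromosome 10, 115450314 to 115587780) lay between 1.91 and 2.45 UMIs per 10000 in them, and *Olfm4* (chromosome 14, 80000302 to 80023141) between 3.94 and 12.2. The cluster of 194 cells had the highest levels of both genes, with *Lgr5* at 2.45 (2.28 to 2.62) and *Olfm4* at 12.2 (11.9 to 12.6), 0.401 UMIs per 10000 of *Mki67*, and, after each cell was thinned to 5000 UMIs, 66.8% of its cells called G1. The cluster of 308 cells had *Mki67* at 2.45 and the cluster of 214 cells at 3.64, and 0% and 3.45% of their cells were called G1, whereas 95.5% of the cluster of 245 cells, with *Mki67* at 0.218, were called S. The cluster of 93 cells had *Lgr5* at 2.41, *Olfm4* at 4.68 and *Mki67* at 0.212. A further cluster of 245 cells kept *Lgr5* at 1.72 (1.60 to 1.85) with *Olfm4* at 1.60 (1.48 to 1.72). It reached 2 stem markers and stayed unnamed. In enterocyte-like cells, which should lack both genes, *Lgr5* was at 0.158 and *Olfm4* at 0.190. The share of cells with an *Lgr5* UMI was 93.8% in stem-like cells, at a median of 21120 UMIs per cell, and 16.1% in enterocyte-like cells, at 20228.5.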

Based on the level of Lgr5 and Olfm4 expression [12–14], control enteroids exhibited 4 Lgr5^high^ Olfm4^high^ SC clusters, two of them in non-cycling state (WT0, WT9) and two in S and S/G2/M states (WT3, WT6), together with two Lgr5^low^ progenitor clusters, one in S/G2/M state still expressing Olfm4 (WT8), and the other displaying a glycolytic signature without Olfm4 (WT2). 

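The stem-like share of cells was 17.3 percentage points lower in the library labelled *Taf4* IEC than in the control, a difference of -17.3 (-20.0 to -14.5). It was negative in 14 of 15 alternatives, with the clusters formed without the marker genes among them (-19.6), and was moved most in the same direction by clustering both libraries together (-40.7). All of these alternatives named clusters with the same 11 stem markers. Of these, *Rgmb*, *Aqp4*, *Clca3b* and *Cdca7* also stand in the paper's marker table of these libraries, so that the choice of markers was not tested. The difference depended on the rule that names clusters. With a marker counted from 2 times the mean level of the 2 libraries it was -31.0 (32.8% against 1.82%), with the condition on leading genes dropped -11.5, and with markers counted against the other cells of the same library -7.87 from 1.5 times. From 2 times the level of those cells it was reversed, to 20.2 (3.63% of control against 23.9% of *Taf4* IEC cells), where by construction a control stem-like cluster is compared with cells that include the other stem-like clusters. Under the main rule 3 *Taf4* IEC clusters were stem-like. The largest, of 214 cells, had no stem marker among its leading genes (*Pbk*, *Cdc20* and *Ccna2* first). Nor had the control stem-like clusters of 308, 214 and 93 cells, so that these names rest on marker levels alone. A cluster of 33 cells had the highest *Olfm4* of the library, 15.0 UMIs per 10000 (14.3 to 15.7), with *Lgr5* at 2.61, a cluster of 185 cells had *Olfm4* at 5.64 and *Lgr5* at 2.04, and a cluster of 214 cells, with a median of 2382 UMIs per cell, had *Olfm4* at 6.90 and *Lgr5* at 1.28. Within stem-like cells *Lgr5* had a log2 ratio of -0.11 (-0.19 to -0.03) and *Olfm4* of -0.28 (-0.32 to -0.23), and these signs flipped in 4 and 5 of 15 alternatives.

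**Figure D2:**
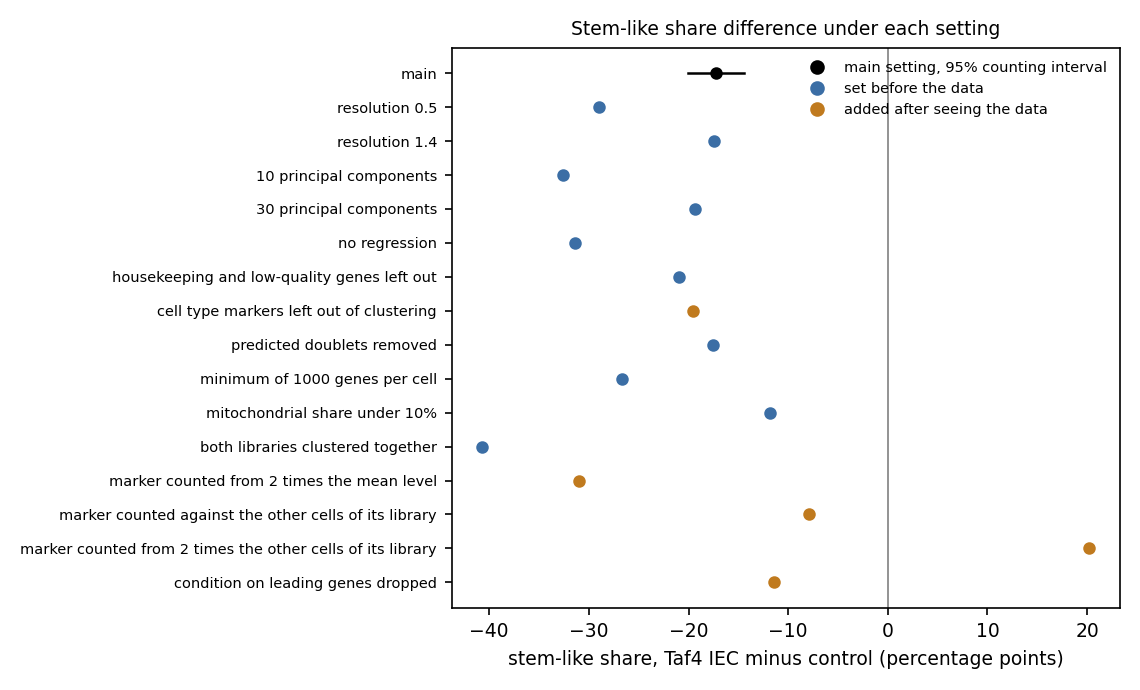
Stem-like share of cells in the *Taf4* IEC library minus that in the control (percentage points) under the main setting, with its 95% counting interval, and under 15 alternatives, colored by whether they were set before or after the data were seen. All points use a naming rule chosen after the data were seen. The points lie between -40.7 and -7.87 except 1 at 20.2, where a marker counts from 2 times the other cells of its library.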

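For the p53 response a fixed list of 21 genes was used. Over all cells its median log2 ratio was 1.15 (1.06 to 1.22), with all 21 genes higher in the *Taf4* IEC library, and none of 10000 random lists of the same size and expression had a higher median (median of the random lists 0.15). It was 1.49 with each cell thinned to 500 UMIs, the largest of 9 alternatives, and 0.97 at the lowest. Within stem-like cells the median was 1.62 (1.498 to 1.739), again with 21 of 21 genes higher. *Cdkn1a* (chromosome 17, 29090979 to 29100722) rose there from 0.665 to 4.18 UMIs per 10000, a log2 ratio of 2.65 (2.57 to 2.74), and *Ccng1* from 0.696 to 2.99, a log2 ratio of 2.10 (2.01 to 2.19). In the *Taf4* IEC clusters of 33, 185 and 214 stem-like cells *Cdkn1a* was at 3.55, 4.64 and 2.99 UMIs per 10000, against 0.381 to 0.888 in the control stem-like clusters. The list was higher in the other classes too, with medians of 0.76 in enterocyte-like, 0.78 in Paneth/goblet-like and 2.11 in unnamed cells, and 0.38 in enteroendocrine-like cells, at percentile 87.5 of the random lists.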

Compared to the clusters identified in controls, *Taf4*^*IEC*^ enteroids revealed a strong reduction of Lgr5^high^ SC cells that additionally displayed a p53/apoptotic signature (cluster KO6), and a reduction of Lgr5^low^ progenitors also exhibiting a p53/apoptotic signature (cluster KO2). In addition, *Taf4*-inactivated enteroids showed an increase in cells with no clearly defined identity (undifferentiated; clusters KO0, ΚΟ1, ΚΟ3 vs. WT1), two of them with a p53/apoptotic signature (KO1, KO3). 

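Unnamed clusters held 668 *Taf4* IEC cells (34.7% to 39.2% of the library) and 673 control cells (24.6% to 28.0%), a difference of 10.6 percentage points (7.80 to 13.5). It was reversed in 3 of 15 alternatives. With the condition on leading genes dropped, which moved it most, it was -21.7 (26.3% against 4.53%), so that with the main clusters its direction rests on that condition. It rests also on the larger share of shallow cells, since 49.9% of *Taf4* IEC and 19.2% of control cells had under 1000 genes. With the main clusters and the condition kept, the difference was -5.33 (-7.62 to -2.90) among cells with at least 1000 genes and -14.5 (-19.2 to -9.62) among the others. With at least 1000 genes required per cell and new clusters, unnamed clusters held 15.7% of the control and 2.76% of the *Taf4* IEC cells, a difference of -12.9. This setting named 2 *Taf4* IEC clusters of 107 and 46 cells with 1 and 0 markers among their leading genes as Paneth/goblet-like, and with these cells put with the unnamed ones the share was 19.6% and the difference 3.97 (0.953 to 7.11). It was -19.0 when a marker counted from 2 times the other cells of its library, and 20.5 with the markers left out of clustering. The unnamed *Taf4* IEC cells were shallow, with a median of 652 UMIs per cell against 20304 in the named ones, and 88.8% of them had under 2000 UMIs. In the control, 1 unnamed cluster of 428 cells had a median of 1183.5 UMIs and the other, of 245 cells, 16858. The largest *Taf4* IEC cluster (481 cells, median 617 UMIs) had *AY036118* as its leading gene and 252 of its 10000 UMIs on *Gm42418*. The p53 target *Cdkn1a* was at 2.86 UMIs per 10000 in it (2.31 to 3.50), and at 4.47 (3.63 to 5.45) in the unnamed cluster of 105 cells, against 0.604 (0.442 to 0.806) in the shallow control cluster. In the control *Cdkn1a* was also at 4.92 in enterocyte-like, 7.09 in enteroendocrine-like and 2.59 in Paneth/goblet-like cells, against 0.665 in stem-like cells. This gene alone therefore does not tell a p53 response from transcripts of differentiated cells. Markers of differentiated cells were present in the shallow unnamed cells of both libraries. Paneth/goblet markers took 61.4 of 10000 UMIs in *Taf4* IEC and 48.6 in control cells, against 27.9 and 10.7 in stem-like cells.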

At this stage of culture, there was no major effect on Paneth and goblet cells (cluster KO5 vs. WT5), whereas a poorly differentiated sub-population of enterocytes emerged (clusters KO4, KO7 vs. WT4). 

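The Paneth/goblet-like share was 7.45% (6.47 to 8.54) in the control and 10.2% (8.81 to 11.6) in the *Taf4* IEC library, a difference of 2.71 percentage points (0.97 to 4.49) that was reversed in 8 of 15 alternatives, among them the clustering without marker genes (-3.98). No direction can be given for it. The lowest value was -14.0, with markers counted against the other cells of the library, and the highest 19.0, with at least 1000 genes per cell. The latter named a *Taf4* IEC cluster of 107 cells with a median of 4140 UMIs and another of 46 cells as Paneth/goblet-like. The leading genes of the cluster of 46 cells were those of mitosis (*Cdc20*, *Cenpa* and *Ccnb2* first) with no Paneth/goblet marker among them, and those of the cluster of 107 cells held 1, *Defa30*, so that the value of 19.0 rests on names that are in doubt. In the main setting 97 of the 184 *Taf4* IEC cells formed a cluster with a median of 948 UMIs, led by defensin genes, and 87 a cluster with a median of 32390. *Lyz1* was at 32.7 UMIs per 10000 (32.1 to 33.3) in control and at 113 (112 to 114) in *Taf4* IEC Paneth/goblet-like cells, and *Muc2* at 2.42 (2.26 to 2.60) and 13.3 (12.9 to 13.7). The share of enterocyte-like cells differed by 5.55 points (3.39 to 7.73). It was 0.264 with the marker genes left out of clustering, under 1 in 3 further alternatives, and -2.30 when a marker counted from 2 times the other cells of its library. Enterocyte-like cells formed 2 clusters in each library. In the *Taf4* IEC library, 169 cells had *Apoa1* at 28.8 UMIs per 10000 (28.4 to 29.3), and 142 cells had *Apoa1* at 2.91 (2.75 to 3.07), at median depths of 32979 and 36352.5 UMIs per cell. In the control, 161 cells had *Apoa1* at 19.2 (18.8 to 19.7), and 137 cells had *Apoa1* at 1.33.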

The pattern of enteroendocrine cells was also perturbed, characterized by a reduction of precursor cells and the presence of poorly differentiated cells (clusters KO8, KO9, KO10 vs. WT7, WT10, WT11).

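The enteroendocrine-like share differed by 0.798 percentage points, which is within counting error (-1.08 to 2.72). It was 27.4 with the condition on leading genes dropped, which names the *Taf4* IEC cluster of 481 cells with a median of 617 UMIs by 3 markers (*Chga*, *Tac1* and *Ghrl*). The control had 3 such clusters, of 167, 53 and 44 cells, and the *Taf4* IEC library 2, of 129 and 72 cells, with median depths of 11945, 6702 and 881.5 UMIs per cell in the control and of 18612 and 1050 in the *Taf4* IEC library. *Neurog3* (chromosome 10, 62133090 to 62134763), the gene of enteroendocrine precursors, was at 3.97 UMIs per 10000 (3.74 to 4.22) in control and at 7.45 (7.12 to 7.80) in *Taf4* IEC enteroendocrine-like cells. In enterocyte-like cells it was at 0.0215 and 0.00337. *Chga*, a marker of mature enteroendocrine cells, was at 14.7 (14.3 to 15.2) and 26.6 (26.0 to 27.3) UMIs per 10000. It was at 8.08, 46.8 and 2.33 in the 3 control clusters and at 27.4 and 13.1 in the 2 *Taf4* IEC clusters.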

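Over all cells *Lgr5* had 6375 UMIs in the control (1.60 per 10000, 1.56 to 1.64) and 2421 in the library labelled *Taf4* IEC (0.969, 0.931 to 1.01), a log2 ratio of -0.72 (-0.79 to -0.65), and *Olfm4* 21386 (5.35, 5.28 to 5.43) and 6855 (2.74, 2.68 to 2.81), a log2 ratio of -0.96 (-1.004 to -0.925). Both were negative in all 8 alternatives, from -0.90 to -0.61 for *Lgr5* and from -1.15 to -0.77 for *Olfm4*. These values need no clusters. The S phase list had a median log2 ratio of -1.11 (-1.16 to -1.06), with 0 of 42 genes higher in the *Taf4* IEC library, and the G2/M list of -1.37 (-1.42 to -1.30), with 3 of 52 genes higher. *Mki67* fell by 1.67 (-1.78 to -1.56) and *Top2a* by 2.05 (-2.15 to -1.95) on the log2 scale, both named after their values were seen. Among stem-like cells thinned to 5000 UMIs, 33.6% of the control (30.7 to 36.6) and 18.8% of the *Taf4* IEC cells (14.3 to 23.9) were called G2/M, a difference of -14.8 points that leaves out 21 of 1054 and 160 of 432 cells as too shallow. Of these 160 cells, 154 belong to the cluster of 214 cells, of which 60 were kept and 70.0% of these called G2/M, so that the limit of depth removes cells of this phase from 1 library. Without thinning the shares were 33.7% and 34.5%, a difference of 0.810, and no direction can be given. Free RNA was not removed, so that the phase calls can carry transcripts of other cells, and they are not read as cycling. After showing that *Taf4* IEC enteroids lost their buddings (Fig. 5A), that Ki67 was reduced (Fig. 5B) and that Lgr5 high and Lgr5 low cells were fewer among the clusters (Fig. 5C, D), the paper concludes that *Taf4* loss compromises the maintenance of buddings through fewer stem and progenitor cells.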

*Taf4* loss therefore not only affects enteroid morphogenesis and budding formation, but it also compromises the maintenance of buddings through a strong reduction in stem and progenitor cell populations.

### Chromatin conformation changes after *Taf4* inactivation

ATAC-seq performed after early *Taf4* inactivation at day 3 of 4-OHT treatment in *Taf4*^*IEC*^ vs. *Taf4*^*lox/lox*^ enteroids provided a broad picture of chromatin remodeling linked to the loss of Taf4 (Supplementary Fig. 4A and Supplementary Table 9). From 118,500 non-redundant peaks present in control and *Taf4*-inactivated enteroids, seq-MINER analysis revealed a cluster of 6874 peaks that were diminished (cluster C7-4) and two clusters of respectively 3798 (cluster 8-1) and 5021 augmented peaks (cluster 8-2) (Supplementary Fig. 4B). DNA-binding motif analysis in these clusters, and in silico footprinting of differentially accessible sites [15] showed a specific enrichment of DNA-binding sites for nuclear receptors (Hnf4α/γ, Pparα/γ, RXRα/γ, Nr2c2, Nr2f6) and Jun- or Fos-containing AP1 dimers in control enteroids and for Zinc finger transcription factors (Gata, Sp2/4, Ctcf) in the Taf4-mutant enteroids (Supplementary Fig. 5C, D). Interestingly, diminished and/or augmented peaks were linked to 585 of the 1623 downregulated genes after Taf4 loss. Gene ontology associated these 585 downregulated genes to cell cycle and division, DNA replication and cell response to DNA damage (Fig. 6E). Among them, 75 were contained in the set of 182 genes of the SC signature downregulated after Taf4 loss, including *Axin2*, *Fzd7*, *Lgr5*, *Notch1* and *Olfm4*.

**Fig. 6:**
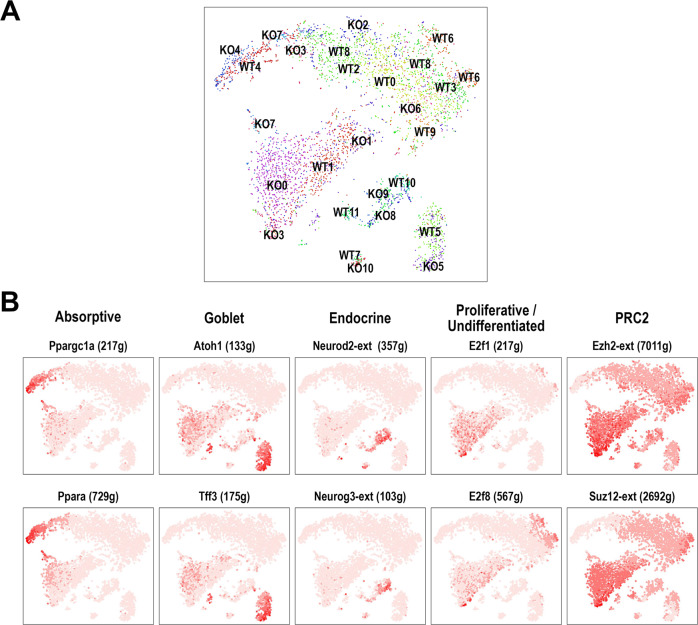
Regulons changes associated with Taf4 loss. **A** SCENIC-UMAP of the cell clusters identified by scRNA-seq in 4-OHT-treated *Taf4*^*lox/lox*^ (WT) and *Taf4*^*IEC*^ (KO) enteroids. **B** Uncertainty-Aware Face Clustering (AUC) of representative highly active regulons in the indicated cell clusters identified by SCENIC in *Taf4*^*lox/lox*^ enteroids.

### Rescue of *Taf4*-depleted enteroids by Polycomb inhibition

*Taf4* inactivation in enteroids led to loss of the SC and transit amplifying cell compartments with a concomitant increase in undifferentiated cells, accompanied by chromatin remodeling and decreased expression of many SC signature genes consistent with transcriptional reprogramming. The degeneration of *Taf4*-inactivated enteroids indicated the failure of known rescue mechanisms ex vivo. Thus, the mobilization of “+4” or “revival” cells should be defective despite the increased expression of regenerative markers such as *Tert*, *Kr19* and *Clu* [16–18], as well as the YAP-dependent reprogramming of SCs, even if some genes of the YAP pathway for intestinal repair were modified, including the decrease of *Reg3a*, *Olfm4*, *Wnt3*, *Aqp4, Lgr5* and *Axin2* and the increase of *Areg*, *Il1rn* and *Msln* [19] (Supplementary Table 2). In addition, *Ascl2* expression was markedly reduced in *Taf4*-deficient enteroids preventing *Ascl2*-dependent replenishment of the SC compartment from progenitors [20] (Supplementary Table 2). To address the mechanism underlying enteroid degeneration, we performed single-cell regulatory network inference and clustering (SCENIC) analysis on the control and *Taf4*-inactivated cells (Fig. 6A). 

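The SCENIC scores of Fig. 6 rest on networks inferred from the cells and were not recomputed. The UMIs of the factors themselves are given, which is not the activity of their targets. *Atoh1* (chromosome 6, 64729125 to 64731245) was at 0.690 UMIs per 10000 (0.602 to 0.788) in control Paneth/goblet-like cells and at 0.847 (0.747 to 0.957) in *Taf4* IEC ones, against 0.0445 and 0.0205 in stem-like cells, and *Tff3* (chromosome 17, 31125306 to 31129611) at 209 and 404, against 4.57 and 9.58. *Neurod2* (chromosome 11, 98325415 to 98329645) was at 0.727 (0.627 to 0.839) in control and 0.882 (0.770 to 1.01) in *Taf4* IEC enteroendocrine-like cells, and had 0 UMIs in enterocyte-like and Paneth/goblet-like cells of both libraries, the highest upper limit being 0.0122. *Ppara* (chromosome 15, 85734910 to 85806851) was at 0.156 (0.125 to 0.193) in control and 0.2001 (0.172 to 0.232) in *Taf4* IEC enterocyte-like cells, and *Ppargc1a* (chromosome 5, 51454249 to 52115853) at 0.283 (0.241 to 0.331) and 0.242 (0.210 to 0.276), against 0.0299 and 0.0215 for *Ppara* and 0.0390 and 0.0624 for *Ppargc1a* in stem-like cells. Over all cells the log2 ratios were 0.27 for *Atoh1*, 1.43 for *Tff3*, 0.80 for *Neurod2*, 1.22 for *Neurog3*, 0.77 for *Ppara* and 0.53 for *Ppargc1a*. Those of *Atoh1*, *Ppara* and *Ppargc1a* turned to -0.08, -1.31 and -0.20 at 500 UMIs per cell, and that of *Neurod2* to -0.16 when each cell had equal weight. The 85 nuclear genes of oxidative phosphorylation together took 542 of 10000 UMIs in control enterocyte-like cells (541 to 544) and 532 (530 to 533) in *Taf4* IEC ones, against 397 and 436 in stem-like cells.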

Several of the cell populations were strongly marked by activity of factors already shown to be important for their identity and/or specification (Fig. 6B): Atoh1 and Tff3 for Goblet cells, Neurod2 and Neurog3 for enteroendocrine cells, and nuclear receptors such as Ppara and the master regulator of metabolism Ppargc1a for enterocytes in agreement with their high OXPHOS signature. 

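*E2f1* (chromosome 2, 154559400 to 154569892) was at 0.186 UMIs per 10000 (0.168 to 0.204) in control and 0.118 (0.0973 to 0.143) in *Taf4* IEC stem-like cells, and at 0.0570 (0.0209 to 0.124) in unnamed *Taf4* IEC cells, from 6 UMIs. In the control, the unnamed cluster of 428 shallow cells, which paired with WT1, had 0.0657 (0.0213 to 0.153), from 5 UMIs, and the unnamed cluster of 245 cells, which paired with the progenitor cluster WT2, 0.0400 (0.0233 to 0.0640). *E2f8* (chromosome 7, 48866429 to 48882073) was at 0.187 (0.170 to 0.206) and 0.0441 (0.0317 to 0.0599) in stem-like cells, at 0.0285 (0.00588 to 0.0833) in unnamed *Taf4* IEC cells, from 3 UMIs, and at 0.184 (0.101 to 0.308), from 14 UMIs, and 0.0306 (0.0163 to 0.0523) in the same 2 control clusters. Over all cells *E2f1* had a log2 ratio of -0.91 (-1.17 to -0.66) and *E2f8* of -2.35 (-2.77 to -1.95). The S phase genes took 23.5 of 10000 UMIs in control and 15.0 in *Taf4* IEC stem-like cells, 8.78 in unnamed *Taf4* IEC cells, and 15.3 and 5.78 in the 2 unnamed control clusters. The G2/M genes took 56.9 and 35.3 in stem-like cells, 32.5 in unnamed *Taf4* IEC cells, and 43.4 and 13.6 in these control clusters. Shallow against shallow cells, both lists were thus lower in the *Taf4* IEC library.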

The undifferentiated cells and transit amplifying cells were also marked by activity of E2f factors consistent with their cell cycle signatures. Nevertheless, SCENIC did not identify transcription factor regulons strongly active in the SCs. Instead, we noted that the SCs displayed low Ezh2 and Suz12 activity that was strongly increased in the control and *Taf4*-inactivated undifferentiated cells suggesting that increased PRC2 complex activity played a role in suppressing SC identity. 

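UMIs of *Ezh2* (chromosome 6, 47530274 to 47595270) were fewer in unnamed than in stem-like cells of both libraries when clusters were pooled, but not in each unnamed *Taf4* IEC cluster. *Ezh2* was at 1.26 UMIs per 10000 (1.22 to 1.31) in control stem-like and 0.489 (0.429 to 0.554) in control unnamed cells, a log2 ratio of -1.37 for unnamed over stem-like cells, and at 1.02 (0.956 to 1.09) and 0.684 (0.535 to 0.862) in *Taf4* IEC cells, a ratio of -0.58. *Suz12* (chromosome 11, 79993106 to 80034123) was at 1.10 (1.05 to 1.14) and 0.698 (0.627 to 0.775) in control and at 0.784 (0.728 to 0.843) and 0.589 (0.452 to 0.755) in *Taf4* IEC cells, with ratios of -0.65 and -0.41. In the largest unnamed *Taf4* IEC cluster, of 481 cells, which paired with KO0, *Ezh2* was at 0.944 (0.642 to 1.34) and *Suz12* at 0.883 (0.592 to 1.27), within counting error of the pooled stem-like cells. In the unnamed clusters of 105, 63 and 19 cells *Ezh2* was at 0.821 (0.486 to 1.30), 0.246 (0.123 to 0.440) and 2.10 (1.09 to 3.68), the last from 12 UMIs and above the stem-like level, and *Suz12* at 0.593 (0.316 to 1.01), 0.335 (0.188 to 0.553) and 0.877 (0.285 to 2.05). The *Taf4* IEC stem-like clusters of 185, 214 and 33 cells had *Ezh2* at 0.666 (0.604 to 0.733), 1.499 (1.33 to 1.69) and 2.17 (1.91 to 2.45), so that the first lay at the level of the pooled unnamed cells. These 3 clusters paired with KO1, which the paper calls undifferentiated, with the progenitor cluster KO2 and with the SC cluster KO6. *Ezh2* was thus higher in the counterpart of KO6 than in those of KO0 and KO1. That counterpart of KO6 holds 33 cells, against 106 in KO6 itself. Of its cells 90.9% were called S, whereas 74.9% of the KO1 counterpart's cells deep enough for a call were called G1. The comparison was not matched for phase. The 2 unnamed control clusters, of 428 and 245 cells, had *Ezh2* at 0.565 (0.409 to 0.761) and 0.475 (0.412 to 0.545). They paired with WT1 and with the progenitor cluster WT2. Of 15 alternatives, 2 reversed the ratio of *Ezh2* in *Taf4* IEC cells and 1 each of the other 3 ratios. The *Taf4* IEC values of unnamed cells rest on 72 and 62 UMIs at a median of 652 UMIs per cell. Within the control stem-like clusters *Ezh2* ranged from 0.561 to 1.75. The lowest value was in the cluster with the highest *Lgr5*, mostly called G1. The highest was in the cluster of 308 cells with S and G2/M calls. The WT1 counterpart thus lay at the level of the lowest. All these values are transcripts of the 2 genes and not the SCENIC activity of their targets.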

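Over all cells *Ezh2* had 3631 UMIs in the control (0.909 per 10000, 0.880 to 0.939) and 1553 in the *Taf4* IEC library (0.621, 0.591 to 0.653), a log2 ratio of -0.55 (-0.64 to -0.46). With each cell weighted equally it was 0.017 and with each cell thinned to 500 UMIs -0.014, so that its direction depends on the weight of the deep cells. *Suz12* had 3575 UMIs (0.895, 0.866 to 0.925) and 1589 (0.636, 0.605 to 0.668), a log2 ratio of -0.49 (-0.58 to -0.41), negative in all 8 alternatives and -0.16 at the smallest. The list of 10 genes of PRC2 had a median of -0.07 (-0.14 to 0.02), with 4 genes higher in the *Taf4* IEC library and 5.16% of the random lists lower. In stem-like cells its median was -0.04 (-0.21 to 0.14). Shallow unnamed against shallow unnamed cells it was 0.45 (0.13 to 0.71), with 8 of 9 genes higher in the *Taf4* IEC library and 80.0% of the random lists lower. The list took 5.69 (5.16 to 6.25) of 10000 UMIs in these control cells and 7.34 (6.83 to 7.87) in these *Taf4* IEC cells. Within stem-like cells the log2 ratio was -0.31 for *Ezh2* and -0.49 for *Suz12*, with the sign flipped in 5 and 4 of 15 alternatives.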

As the undifferentiated cell population increased at the expense of the SC compartment, we thus postulated that Taf4 loss promoted PRC2 activity leading to suppression of SC identity thereby favoring the undifferentiated state.

To test this idea, 4-OHT-treated *Taf4*^*IEC*^ and control *Taf4*^*lox/lox*^ enteroids were treated with EPZ6438, a selective inhibitor of the Ezh2 histone methyltransferase of PRC2. EPZ6438 was added at the same time as 4-OHT and maintained up to day 15. When *Taf4* was inactivated early after plating, EPZ6438 promoted survival and budding in *Taf4*^*IEC*^ enteroids (Fig. 7A, B and Supplementary Fig. 5A). EPZ6438 treatment also rescued budding degeneration by late *Taf4* inactivation at day 5 of culture (Fig. 7C and Supplementary Fig. 5B). Noteworthy, immunofluorescence demonstrated that the buddings restored by EPZ6438 in *Taf4*-inactivated *Taf4*^*IEC*^ enteroids treated with 4-OHT were populated with proliferating cells (Ki67), SCs (Olfm4) and Paneth cells (Lyz) (Fig. 7D). This result was further extended by RNA-seq (Supplementary Table 10). Indeed, among the 1623 genes downregulated by *Taf4* inactivation, the expression of 1146 (70.6%) was restored by adding EPZ6438 (*p* < 0.05), of which 949 (58.5%) with a Fold Change > 2. Similarly, among the 1646 genes upregulated after Taf4 loss, 1166 (70.8%) were decreased by EPZ6438, of which 947 (57.5%) with a (|log_2_(FC) | > 1. Importantly, expression of 115 of the 182 genes of the SC signature down-regulated by the loss of Taf4 were restored by EPZ6438 (Fig. 7E).

**Fig. 7:**
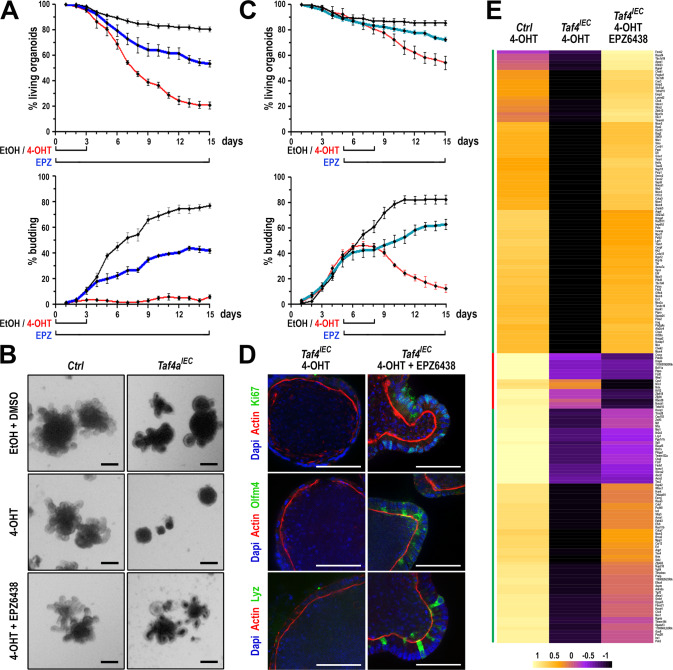
Rescue of *Taf4* inactivated enteroids by Polycomb complex inhibition. **A** Survival and budding activity in *Taf4*^*IEC*^ enteroids treated with EtOH + DMSO (black line), with 4-OHT (2–72 h after plating), or 4-OHT (2–72 h after plating) + EPZ6438 (2 h to 15 days after plating) (red line). In total, 50-100 3D structures were counted at each time point. **B** Morphology at day 15 of culture of *Taf4*^*lox/lox*^ (ctrl) and *Taf4*^*IEC*^ enteroids treated with EtOH + DMSO, or 4-OHT (2–72 h after plating), or 4-OHT (2–72 h after plating) + EPZ6438 (2 h to 15 days after plating). Bars are 200 µm. **C** Survival and budding activity in *Taf4*^*IEC*^ enteroids treated with EtOH + DMSO (black line), with 4-OHT (days 5-8 after plating) (red line), or with 4-OHT (days 5-8 after plating) + EPZ6438 (days 5-15 after plating) (blue line). In total, 50–100 3D structures were counted at each time point. **D** Immunostaining of the indicated proteins in *Taf4*^*IEC*^ enteroids treated 4-OHT or with 4-OHT + EPZ6438 at day 15 of culture. Bars are 50 µm. **E** Heatmap of the 182 genes of the stem cell signature that are downregulated by Taf4 loss in 4-OHT treated *Taf4*^*IEC*^ enteroids compared to treated *Taf4*^*lox/lox*^ control enteroids, and restored by treatment with the Ezh2 inhibitor EPZ6438.

To determine if *Taf4* loss also affected PRC2 function in the developing intestinal epithelium and adult mucosa, we performed immunohistochemistry for the PRC2-dependent histone mark H3K27me3 (Supplementary Fig. 6). Control E18.5 embryos showed low H3K27me3 staining in the intervilli regions and progressively increasing levels along the villi. Similarly, adults exhibited increasing H3K27me3 levels along the villi, with few cells labeling at the bottom of the crypts. In contrast, H3K27me3 staining was strong in all of the cells making up the flat developing epithelium in *Taf4*^*IEndoC*^ embryos consistent with the lack of SC emergence. In adult *Taf4*^*IEC*^ mice, increased H3K27me3 levels were seen in both the villi and most strikingly in cells at the crypt bottom compared to controls, in line with reduced SC activity. Thus, consistent with the stimulation of PRC2 activity after *Taf4* inactivation in enteroids, *Taf4* gene inactivation during intestinal morphogenesis in embryos and in adult intestinal homeostasis resulted in elevated levels of PRC2-deposited H3K27me3 and impaired SC development or function.

### *Taf4* inactivation enhances *Apc*-driven tumorigenesis

Since *Taf4* inactivation led to increased PRC2 activity in crypt SCs, that in enteroids resulted in the increased pool of undifferentiated cells, we asked if this alteration may affect intestinal tumorigenesis in the tumor prone model of *Apc*^*+/Δ14*^ mice. In a cohort of males (*n* > 10 in each group), *Taf4* loss in *Taf4*^*IEC*^*::Apc*^*+/Δ14*^ mice reduced overall survival and aggravated tumor burden compared to *Apc*^*+/Δ14*^ mice (Fig. 8A, B). *Taf4*^*IEC*^*::Apc*^*+/Δ14*^ tumors were histologically similar to those of *Apc*^*+/Δ14*^ mice (Fig. 8C), and exhibited a comparable distribution of proliferative cells labeled with Ki67, and a similar intratumor heterogeneity as illustrated by the patterns of Cdx2 and Hnf4α (Fig. 8D). RNA-seq of the tumors showed 699 down-regulated genes and 122 up-regulated genes upon *Taf4* inactivation (Supplementary Table 11). GSEA and KEGG analyses revealed a strong decrease in terms related to allograft-rejection and IFNα, IFNγ, IL2 / STAT5 and IL3 / STAT3 pathways together with increased of Wnt/β-catenin signaling (Fig. 8E, F). The down-regulation of these immune/inflammatory pathways was associated with an altered tumor immune-microenvironment. In *Taf4* depleted tumors, MCP counter showed an increase in Mast cells/Basophils and granulocytes, but a decrease of T cells amongst which CD8+ cytotoxic T lymphocytes (Fig. 8G), supported by reduced levels of their key markers Cd8a, Pdcd1, Tigit, and Lag3 (Supplementary Table 11). The striking reduction of the interferon / inflammation pathways and T cells in tumors mirrored the changes already seen in the normal gut mucosa. Indeed, more than 33% (247/699) of the down-regulated genes in tumors were also down-regulated in the non-tumoral mucosa upon *Taf4* inactivation (compare Supplementary Tables 2 and 11), and these 247 genes were associated with KEGG pathways designating hematopoietic cell lineages, Th1 and Th2 cell differentiation, antigen processing, graft-versus-host disease, and allograft rejection (Fig. 8H). *Taf4* loss both in non-tumoral gut mucosa and in intestinal tumors therefore led to an altered immune environment. In particular, both situations were characterized by reduced gene expression of *Cd7*, a marker of mature CD8+ T cells, of *Cd8a* itself, of the granzymes *Gzma* and *Gzmb* and of *Prf1* for cytotoxic T lymphocytes, together with the repression of the IFN gamma pathway, a major regulator of colon tumor immunity [21]. Moreover, expression of cytokine Cxcl11 that attracts cytotoxic T lymphocytes [22] was reduced, whereas expression of Interleukin-17 receptor (Il17Rb) was increased. The Il17-IL17Rb axis is known to inhibit cytotoxic T lymphocyte recruitment in mouse models of intestinal cancer [23, 24]. Together these results revealed a novel facet of Taf4 function in influencing the immune microenvironment in both normal mucosal tissue and in the tumor context.

**Fig. 8:**
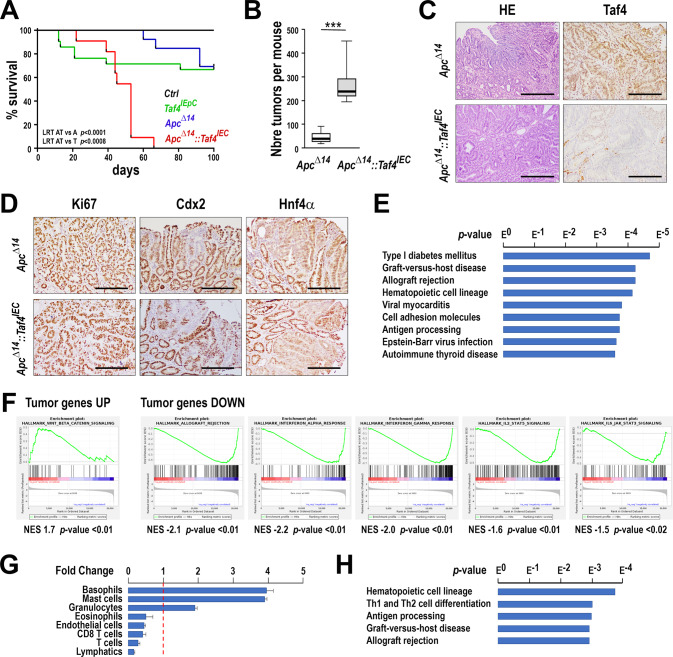
Impact of *Taf4* inactivation on intestinal tumor development. **A** Overall survival of *Apc*^*+/Δ14*^*::Taf4*^*IEC*^, *Apc*^*+/Δ14*^, *Taf4*^*IEC*^ and *Taf4*^*lox/lox*^ (Ctrl) males after Tamoxifen injection; *n* > 10 for each genotype. LRT AT vs. A: Logrank test between *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ and *Apc*^*+/Δ14*^ mice; LRT AT vs. T: Logrank test between *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ and *Taf4*^*IEC*^ mice. **B** Tumor number in the small intestine of *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ and *Apc*^*+/Δ14*^ mice. ***p < 0.0001. **C** Histology (HE) and immunodetection of Taf4 protein in ileal tumors of *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ and *Apc*^*+/Δ14*^ mice. Bars are 400 µm for HE and 200 µm for Taf4. **D** Immunohistochemical detection of Ki67, Cdx2 and Hnf4α in *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ and *Apc*^*+/Δ14*^ tumors. Bars are 200 µm. **E** KEGG ontology enrichment is shown for the 699 downregulated genes in *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ vs. *Apc*^*+/Δ14*^ mice and ordered according to the *p* value. **F** GSEA analysis of the up-regulated and downregulated genes in *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ vs. *Apc*^*+/Δ14*^ mice identifying respectively hallmarks for Wnt/β-catenin signaling and for allograft rejection and IFNα, IFNγ, IL2/STAT5 and IL6/STAT3 signaling. **G** Stromal cell population evaluation from RNA-seq data using the MCP method, expressed as the proportion of each cell type in *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ compared to *Apc*^*+/Δ14*^ mice. **H** KEGG ontology enrichment of the 247 downregulated genes in common between *Apc*^*+/Δ14*^*::Taf4*^*IEC*^ vs. *Apc*^*+/Δ14*^ mice and *Taf4*^*IEC*^ vs. wild type mice.

## Discussion

### Taf4 is a critical regulator of development and homeostasis of the intestinal epithelium

This study defines the important role played by the Taf4 component of TFIID in intestinal development and homeostasis. Taf4 loss had not only cell-autonomous effects, but also affected gut permeability, the immune microenvironment and the composition of the luminal microbiota ultimately impacting the response to pro-inflammatory and pro-tumoral stimuli. Taf4 was crucial for the emergence of adult-type intestinal SCs during late embryogenesis and participated in their maintenance throughout adulthood together with differentiation of mature cells. The critical role of Taf4 in SCs was further confirmed in enteroids where its loss depleted the SC and transit amplifying compartments.

Although Taf4 is a subunit of a major component of the general transcription machinery, its loss of function affected only a subset of genes in the gut epithelium, in agreement with previous observations in liver, pancreas and epidermis [3–5]. We previously suggested that these limited effects on gene expression were in part explained by compensation by its paralog Taf4b [2, 25] that integrates and maintains the integrity of TFIID. This mechanism is also likely operative in the intestine epithelium since RNA-seq data in both fetal and adult intestine indicated a mild but significant increase of *Taf4b* expression upon *Taf4* loss.

In vivo, the defects observed upon *Taf4* loss demonstrated its involvement in the proper differentiation of mature cells of both absorptive and secretory lineages and in the control of the epithelial turnover and barrier function. Increased paracellular permeability did not reflect expression changes of cell-cell adhesion components, but correlated with a decrease of several integrin genes including *Itgb6* that encodes a subunit of αvβ6 participating in the barrier activity of intestinal epithelial cells [26]. Several of the genes downregulated in the developing and adult gut are shared with *Taf4*-deficient neonatal hepatocytes, including metabolic genes. In addition, ATAC-seq peaks diminished upon *Taf4* loss in intestinal enteroids were enriched in DNA-binding sites for Hnf4, a major regulator of metabolic genes previously shown to interact with Taf4 in hepatocytes [4]. Together, the data obtained in the intestine and liver suggest that Taf4 coordinates metabolic pathways by promoting Hnf4 binding and maintaining chromatin accessibility at key metabolic genes.

### A novel role of Taf4 in antagonizing PRC2 activity and regulating the immune-microenvironment

A key finding of our study is the novel role for Taf4 in antagonizing the activity of the PRC2 complex to maintain the SC gene expression program and the stem/progenitor cell compartment as highlighted in vivo during embryonic development and in the adult intestine, and ex vivo in enteroids. In the fetus, *Taf4* loss increased PRC2 activity in all cells lining the epithelium consistent with the impaired emergence of adult-type SCs, whereas in adults some features of the already established SCs were perturbed, for example diminished *Olfm4* expression, but a limited SC activity was preserved allowing cell turnover. The difference between fetuses/enteroids and adults suggests that extrinsic signals from the adult SC niche, likely insufficient during development and in enteroids, may partially compensate for Taf4 deficiency and maintain stemness, and thus that an integrated and fine-tuned epithelial-mesenchymal interaction is necessary to properly switch on the regenerative process when SCs are affected at the adult stage [27]. In line with this, transcriptomic data indicate that the level of *Wnt3*, an important Wnt family ligand for adult SCs [10, 28], was reduced in *Taf4*-deficient fetuses and enteroids, but not in the adult epithelium.

Our results reveal that inhibiting the methyltransferase activity of the Ezh2 component of PRC2 rescued enteroid survival, budding formation and cell proliferation, and restored the SC compartment with active SCs and supporting Paneth cells, all of which were compromised in the absence of Taf4. This was accompanied by the rescued expression of a large proportion of genes deregulated by *Taf4* loss, including genes of the intestinal SC signature. Previous studies showed how SWI/SNF recruitment by transcription factors to both enhancers and proximal promoters upon gene activation antagonizes PRC2 activity [29–31]. Our results extend this model by showing that the Taf4 subunit of TFIID, a key component of the promoter-bound pre-initiation complex and present at enhancers, also antagonizes the ability of PRC2 to supress the expression of the SC gene expression program. Yet, Taf4 is necessary to overcome the repression of this program by PRC2, but not for its expression per se that takes place in absence of Taf4 when Ezh2 is inhibited.

PRC1 and 2 are major regulators of epigenetic silencing in developmental processes and pathologies including cancer and inflammatory diseases [32, 33] and are involved in the control of intestinal crypt homeostasis and regeneration after damage [34, 35]. In enteroids, the SC and progenitor compartments were marked by low activity of Ezh2 and Suz12 in agreement with previous studies showing that PRC2 is essential for SC maintenance and proliferation [34–36]. In addition, differentiation of Paneth cells that provide ligands required for SC functions and emergence in enteroids [37] is also dependent on the level of Ezh2/PRC2 activity [38]. Finely tuned PRC2 activity in SCs and in the niche Paneth cells is therefore essential for proper homeostasis. Our observations in enteroids suggest that SCs exist in equilibrium with the undifferentiated population controlled by a competition between Taf4-driven expression of the SC program and its PRC2-mediated repression. Upon *Taf4* inactivation, this equilibrium is upset with increased PRC2 activity shutting down the SC program and generating undifferentiated cells. We observed a similar effect in the developing epithelium and in adult mucosa where enhanced levels of H3K27me3 were observed in crypt SCs upon *Taf4* inactivation, in line with the idea of increased PRC2 activity impairing SC function in vivo.

An additional consequence of *Taf4* loss in the adult mucosa, in *Apc*-driven tumors and, to a lesser extent, in the embryonic intestine is a modified inflammatory/immune microenvironment. These changes reflected altered immune composition that was most prominently seen in the tumors characterized by higher numbers of mast cells/basophils but reduced numbers of T lymphocytes confirmed by the strong reduction in their key markers and by strongly reduced IFNα/γ signaling. High levels of mast cells have been associated with increased tumor growth in human colon cancer [39], whereas a low rate of cytotoxic T cell recruitment correlates with compromised immunosurveillance and poor prognosis in colon cancer [21, 40]. Hence the increased number of tumors seen upon *Taf4* inactivation likely results from reduced immunosurveillance. Several lines of evidence suggest that the increased PRC2 activity seen upon *Taf4* inactivation may be linked to the altered mucosal and tumor immune microenvironment. Previous studies relate increased Ezh2 expression and PRC2 activity to immunoediting of the tumor environment [41, 42]. Specifically, increased PRC2 activity in colon cancer cells reduced T-cell migration to tumors [43] consistent with our observations. IFNγ signaling and antigen presentation is also consistent with the reduced MHC class II seen in the *Taf4*-null tumors [21, 41]. We therefore propose that increased PRC2 activity in the adult intestinal mucosa alters its immune microenvironment providing an environment that promotes *Apc*-driven tumorigenesis through reduced immune surveillance. Changes in the immune microenvironment, in particular the reduction of IFNα signaling which is protective in acute colitis [44], may also be involved in the hypersensitivity of *Taf4*-deficient mice to DSS-induced inflammatory injury.

Together, our observations describe for the first time a novel function of Taf4 that antagonizes PRC2-mediated repression of the SC gene expression program to assure normal development, homeostasis, and immune microenvironment of the intestine epithelium.

## Material and methods

### Mice and treatments

Mice experiments were performed in the certified animal facility (#G/H-67-482-21) according to the protocol approved by the French Ministry of Agriculture under the permit APAFiS #14197. *Taf4*^*lox/lox*^ [25], *VilCre* and *VilCreER*^*T2*^ [45], *Lgr5-GFP-CreER*^*T2*^ [12], and *Apc*^*Δ14/+*^ [46] mice have been described. Animals were genotyped by PCR on tail DNA with the following primers: *Taf4*^*lox/lox*^ allele CTAGTTACTGCTCTGCACAAT/GTGCTCCATGACTCTGGCAAG/CAGCCAAAGCTACATAATAAGT; *VilCre* and *VilCreER*^*T2*^ alleles CAAGCCTGGCTCGACGGCC/CGCGAACATCTTCAGGTTCT; *Lgr5-GFP-CreER*^*T2*^ allele CTGCTCTCTGCTCCCAGTCT/ATACCCCATCCCTTTTGAGC/GAACTTCAGGGTCAGCTTGC; *Apc*^*wt*^ allele CTGTTCTGCAGTATGTTATCA/CTATGAGTCAACACAGGATTA; *Apc*^*Δ14*^ allele CTGTTCTGCAGTATGTTATCA/TATAAGGGCTAACAGTCAATA.

For conditional inactivation of the *Taf4* gene, *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ mice, *Taf4*^*lox/lox*^*::Lgr5-GFP-CreER*^*T2*^ mice or *Taf4*^*lox/lox*^*::VilCreER*^*T2*^*::Apc*^*Δ14/+*^ mice aged 2–3 months received intraperitoneal injections of 1.6 mg Tamoxifen (Sigma-Aldrich) in corn oil, once daily for 3 days. Controls, either wild types or *Taf4*^*lox/lox*^ or *VilCreER*^*T2*^ or *Lgr5-GFP-CreER*^*T2*^ or *Apc*^*Δ14/+*^, also received Tamoxifen.

Animals were euthanized when body weight loss reached 20% of initial body weight.

BrdU pulse-chase labeling experiments were performed on *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ mice treated 10 days earlier with Tamoxifen and injected (day 0) with a single dose of 1 mg BrdU (Sigma-Aldrich). Animals were euthanized at day 1, 2 or 3 after BrdU administration.

Paracellular and transcellular permeability was determined by measuring the serum levels of fluorescein isothiocyanate conjugated dextran (FITC-Dextan 4.4 kDa, Sigma-Aldrich) and D-Xylose (Sigma-Aldrich) after gavage. Briefly, 10 days after Tamoxifen treatment, *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ mice were starved during 4 h and then force-fed with 500 mg/kg FITC-Dextran or 2 g/kg D-Xylose in PBS pH 7.4. Blood samples were taken 3 h after gavage by submandibular collection. The serum levels of FITC-Dextran and D-Xylose were respectively measured by direct spectrophotofluometry and with the D-Xylose Kit (Chrondrex, 6601) coupled with spectrophotometry, using the spectrophometer TriStar Multimode reader LB 942 (BERTHOLD Technologies).

For gut inflammation studies, *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ mice 12 days after the Tamoxifen treatment were given 2% Dextran Sulfate Sodium (DSS 36–50 kDa, MP Biomedicals, Illkirch, France) in drinking water for 7 days and then tap water for 3 days. Throughout the experiment, mice were daily injected with 20 mg/kg Lurocaine (Centravet, Lapalisse, France, LUR003). The presence of blood in the stools was analyzed using HemoCARE (Care Diagnostic, Voerde, Germany). The clinical score was determined daily based on body weight loss, stool consistency and blood in the stools, as described [47]. At the end of the experiment, the colon was removed, flushed with PBS, measured, mounted as Swiss Roll, fixed in 4% paraformaldehyde for 4 h and embedded in paraffin. Assessment of inflammation was performed with regard to stiffness, edema, ulcerations and thickness.

### Enteroid cultures and treatments

Enteroid cultures were established from ileal crypts of 4-month-old *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ mice, not treated with Tamoxifen. Ileal fragments were incubated in Gentle Cell Dissociation Reagent (STEMCELL™, 07174) for 15 min, then ~50 crypts were embedded in 20 µl of Matrigel® (Corning®, #356231) in 48-wells plates (Greiner Bio-one, 677180) and grown in 250 µl Mouse IntestiCult™ Organoid Growth Medium (STEMCELL™, 06005). Enteroids were passed every week after mechanical breakage with a 200 µl pipette and dilution at 1:4 for maintenance and RNA extraction or at 1:8 for immunolabelling and kinetics studies. Experiments were performed on enteroids established for at least 5 passages. For early *Taf4* gene inactivation, enteroid fragments were plated for 2 h and then treated for 3 days with 1 µM (Z)-4-hydroxytamoxifen (4-OHT, Sigma-Aldrich, H7904) in EtOH or with EtOH alone for control experiments. During the 3-days treatment, fresh IntestiCult™ medium with 4-OHT was changed every day and then every 2 days without 4-OHT up the end of the experiment. For late *Taf4* gene inactivation, enteroids were grown for 5 days in IntestiCult™ medium, then treated for 3 days with 4-OHT in EtOH or EtOH alone as described above, and then cultured in IntestiCult™ medium without 4-OHT up the end of the experiment. When indicated, EPZ6438 at 1 µM (MedChemExpress, HY-13803) in DMSO was added to the culture medium at the same times as 4-OHT and then changed with fresh IntestiCult™ medium up to the end of the experiment.

### Immunostaining of tissue samples and enteroids

Antibodies used for this study are listed in Supplementary Table 12.

Intestinal samples taken from mouse embryos and adult animals were fixed in 4% paraformaldehyde and embedded in paraffin, and then analyzed by immunohistochemistry and immunofluorescence detection as previously described [48]. To determine the proportion of labeled cells, at least three pictures were taken per animal in five animals and cell counting was performed on a minimum of 1000 cells per picture. Pictures were taken either with an Axiophot microscope or an Axio Imager Z2 microscope (Zeiss).

Enteroids grown in IntestiCult^TM^ medium and Matrigel in 8-wells Lab-Tek® Chamber Slide™ (Dominique Dutscher) were directly fixed for 30 min with 4% paraformaldehyde, 60 mM PIPES, 25 mM HEPES, 10 mM EGTA, 2 mM magnesium acetate and permeabilized for 30 min in 0.5% Triton X-100 (Euromedex). After blockade for 2 h at 37 °C in 5% BSA (Euromedex), primary antibodies were added and incubated 2 h at room temperature followed by overnight at 4 °C. Secondary antibodies were incubated for 2 h at 37 °C. Nuclei were stained with 40,6-diamidino-2-phenylindole dihydrochloride (DAPI) and actin was revealed by Phalloidin-TRITC (Sigma-Aldrich, P1951). Samples were mounted in ProLong™ Gold Antifade Mountant (Life Technologie™, P36930) and analyzed with an Axio Zoom.V16 microscope (Zeiss) for stereomicroscopy or with an Axio Imager M2 microscope coupled to a Hamamatsu’s camera Orca Flash 4v3 using the ApoTome.2 function (Zeiss) for optical sectioning.

### Bacterial 16S RNA analysis

The luminal content was collected in the cecum of 8 5-month-old *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and 8 control *Taf4*^*lox/lox*^ mice treated with Tam at the age of 3 months. DNA extraction was performed using NucleoSpin® DNA Stool kit (Macherey-Nagel—740472.5) adapted with a mechanical lysis step (Fastprep—6.5 m s^−1^ for 2 min). The V3–V4 region of the 16S rRNA gene was amplified with the primers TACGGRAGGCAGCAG/ATCTTACCAGGGTATCTAATCCT according to GeT-PlaGe platform protocol (INRAE). Sequencing was performed on Illumina MiSeq system using 2*300 bp paired-end mode. For sequence data analysis, remaining adapter/primer sequences were trimmed and reads were checked for quality (≥20) and length (≥200 bp) using Cutadapt [49]. Reads were further corrected for known sequencing errors using SPAdes [50] and then merged using PEAR [51]. OTU were identified using the Vsearch pipeline [52] set up to dereplicate, cluster, chimera check the merged reads. OTU taxonomical classification was performed using classifier from the RDPTools suit [53]. Statistical tests were performed using Wilcoxon Rank Sum Test for group comparison. Multiple tests were corrected using the False Discovery Rate method (*q* value) as required.

### Bulk RNA preparation and RNA-seq

RNA was extracted from the small intestine of 3 E17.5 *Taf4*^*lox/lox*^*::VilCre* and 3 control *Taf4*^*lox/lox*^ littermates and from 3 adult *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and 3 control *Taf4*^*lox/lox*^ mice 10 days after Tamoxifen administration. RNA was also extracted from 3 wells of 4-OHT-treated *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ enteroids at day 3 of culture, and from 3 wells of *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ enteroids at day 15 of culture after treatment with 4-OHT and EPZ6438. RNA preparation used Tri Reagent (Euromedex) and the quality was analyzed using nanoRNA chips on a Bioanalyser 2100 (Agilent Technologies). Complementary DNA was generated and linearly amplified from 3 ng total RNA using the Ovation RNA-seq V2 system (NuGEN technologies Inc., Leek, The Netherlands), according to the manufacturer’s instructions. The amplified cDNA was then purified using Agencourt AMPure XP beads (Beckman-Coulter, Villepinte, France) in a 1.8:1 bead to sample ratio and fragmented by sonication using a Covaris E220 instrument (with duty cycle: 10%, maximum incident power: 175 watts and cycles/burst: 200 for 120 s). The RNA-seq libraries were generated from 100 ng fragmented cDNA using the Ovation Ultralow v2 library system (NuGEN technologies Inc., Leek, The Netherlands) according to the manufacturer’s instructions, with 6 PCR cycles for library amplification. The final libraries were verified for quality and quantified using capillary electrophoresis before sequencing on an Illumina Hi-Seq4000.

Reads were preprocessed to remove adapter and low-quality sequences (Phred quality score below 20). After this preprocessing, reads shorter than 40 bases were discarded from further analysis. These preprocessing steps were performed using Cutadapt version 1.10 [49]. Reads were mapped to rRNA sequences using Bowtie version 2.2.8 [54], and reads mapping to rRNA sequences were removed for further analysis. Reads were mapped onto the mm9 assembly of Mus musculus genome using STAR version 2.5.3a [55]. Gene expression quantification was performed from uniquely aligned reads using Htseq-count version 0.6.1p1 [56], with annotations from Ensembl version 67 and “union” mode. Only non-ambiguously assigned reads have been retained for further analyses. Read counts have been normalized across samples with the median-of-ratios method [57], to make these counts comparable between samples. Comparisons of interest were performed using the Wald test for differential expression and implemented in the Bioconductor package DESeq2 version 1.16.1 [58]. Genes with high Cook’s distance were filtered out and independent filtering based on the mean of normalized counts was performed. *p* values were adjusted for multiple testing using the Benjamini and Hochberg method [59]. Heatmaps were generated with R-package pheatmap v1.0.12. Deregulated genes were defined as genes with log_2_(FoldChange) >1 or <−1 and adjusted *p* value <0.05.

### Assay for transposase-accessible chromatin (ATAC-seq)

ATAC-seq was performed at day 3 of culture from 20,000 cells of *Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ enteroids treated with 4-OHT. Sequenced reads were mapped to the mouse genome assembly mm9 using Bowtie [54] with the following arguments: “-m 1 -strata -best -y -S -l 40 -p 2”.

After sequencing, peak detection was performed using the MACS software [60] v2.1.1.20160309 with arguments “-nomodel -shift −100 -extsize 200 -broad”. Peaks were annotated with Homer [61] using the GTF from ENSEMBL v67. Peak intersections were computed using Bedtools [62]. Global Clustering was done using seqMINER [63]. De novo motif discovery was performed using the MEME suite [64]. Footprinting signatures were calculated using TOBIAS v0.5.1 [15], and differential footprinting scores were plotted with R-package ggplot2 [65].

### Single-cell RNA-seq (scRNA-seq)

*Taf4*^*lox/lox*^*::VilCreER*^*T2*^ and control *Taf4*^*lox/lox*^ enteroids treated with 4-OHT from day 5 to 8 of culture were dissociated at the end of the 4-OHT treatment with Accutase (A6964, Sigma) at 27 °C for 5 min and the cells were suspended in culture medium. Cells were then sorted by flow cytometry to select live cells and captured using 10X Genomics Chromium Analyzer. After sequencing, raw reads were processed using CellRanger (v 3.1) to align on the mm10 mouse genome, remove unexpressed genes and quantify barcodes and UMIs. Data were then analyzed in R (v3.6.3) using Seurat v3.1.4 [66]. First cells were filtered, only cells with feature count ranging from 200 to 6000 and with percentage of mitochondrial reads <15% were kept for the analysis. Then counts were normalized with the “LogNormalize” method and scaled to remove unwanted sources of variation. Clustering was performed on variable features using the 20 most significant principal components and a resolution of 0.9. Analysis of regulome was performed using SCENIC v1.1.2.2 [67].

## Supplementary information

Supp Figs Legends

Supp Fig 1

Supp Fig 2

Supp Fig 3

Supp Fig 4

Supp Fig 5

Supp Fig 6

Supp Table 1

Supp Table 2

Supp Table 3

Supp Table 4

Supp Table 5

Supp Table 6

Supp Table 7

Supp Table 8

Supp Table 9

Supp Table 10

Supp Table 11

Supp Table 12

checklist

## Data Availability

16S rRNA data are publicly available from NCBI SRA under the Bioproject accession number PRJNA842218. RNA-seq, sc-RNA-seq and ATAC-seq data are deposited in the GEO database under the accession number GSE205442.

## References

[1] Gehart H, Clevers H (2019). Tales from the crypt: new insights into intestinal stem cells. Nat Rev Gastroenterol Hepatol.

[2] Langer D, Martianov I, Alpern D, Rhinn M, Keime C, Dollé P (2016). Essential role of the TFIID subunit TAF4 in murine embryogenesis and embryonic stem cell differentiation. Nat Commun.

[3] Fadloun A, Kobi D, Pointud J-C, Indra AK, Teletin M, Bole-Feysot C (2007). The TFIID subunit TAF4 regulates keratinocyte proliferation and has cell-autonomous and non-cell-autonomous tumour suppressor activity in mouse epidermis. Development.

[4] Alpern D, Langer D, Ballester B, Le Gras S, Romier C, Mengus G (2014). TAF4, a subunit of transcription factor II D, directs promoter occupancy of nuclear receptor HNF4A during post-natal hepatocyte differentiation. Elife.

[5] Kleiber T, Davidson G, Mengus G, Martianov I, Davidson I (2021). Single cell transcriptomics reveal trans-differentiation of pancreatic beta cells following inactivation of the TFIID subunit Taf4. Cell Death Dis.

[6] Muñoz J, Stange DE, Schepers AG, van de Wetering M, Koo B-K, Itzkovitz S (2012). The Lgr5 intestinal stem cell signature: robust expression of proposed quiescent ‘+4’ cell markers. EMBO J.

[7] Petitprez F, Levy S, Sun C-M, Meylan M, Linhard C, Becht E (2020). The murine microenvironment cell population counter method to estimate abundance of tissue-infiltrating immune and stromal cell populations in murine samples using gene expression. Genome Med.

[8] Wu M, Li P, Li J, An Y, Wang M, Zhong G (2020). The differences between luminal microbiota and mucosal microbiota in mice. J Microbiol Biotechnol.

[9] Mosca A, Leclerc M, Hugot JP. Gut microbiota diversity and human diseases: should we reintroduce key predators in our ecosystem? Front Microbiol. 2016;7. 10.3389/fmicb.2016.00455.10.3389/fmicb.2016.00455PMC481535727065999

[10] Sprangers J, Zaalberg IC, Maurice MM (2021). Organoid-based modeling of intestinal development, regeneration, and repair. Cell Death Differ.

[11] Rona G, Roberti D, Yin Y, Pagan JK, Homer H, Sassani E (2018). PARP1-dependent recruitment of the FBXL10-RNF68-RNF2 ubiquitin ligase to sites of DNA damage controls H2A.Z loading. Elife.

[12] Barker N, van Es JH, Kuipers J, Kujala P, van den Born M, Cozijnsen M (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[13] Sato T, Vries RG, Snippert HJ, van de Wetering M, Barker N, Stange DE (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

[14] Schuijers J, van der Flier LG, van Es J, Clevers H (2014). Robust cre-mediated recombination in small intestinal stem cells utilizing the olfm4 locus. Stem Cell Rep.

[15] Bentsen M, Goymann P, Schultheis H, Klee K, Petrova A, Wiegandt R (2020). ATAC-seq footprinting unravels kinetics of transcription factor binding during zygotic genome activation. Nat Commun.

[16] Asfaha S, Hayakawa Y, Muley A, Stokes S, Graham TA, Ericksen RE (2015). Krt19(+)/Lgr5(-) cells are radioresistant cancer-initiating stem cells in the colon and intestine. Cell Stem Cell.

[17] Ayyaz A, Kumar S, Sangiorgi B, Ghoshal B, Gosio J, Ouladan S (2019). Single-cell transcriptomes of the regenerating intestine reveal a revival stem cell. Nature.

[18] Montgomery RK, Carlone DL, Richmond CA, Farilla L, Kranendonk MEG, Henderson DE (2011). Mouse telomerase reverse transcriptase (mTert) expression marks slowly cycling intestinal stem cells. Proc Natl Acad Sci USA.

[19] Gregorieff A, Liu Y, Inanlou MR, Khomchuk Y, Wrana JL (2015). Yap-dependent reprogramming of Lgr5(+) stem cells drives intestinal regeneration and cancer. Nature.

[20] Murata K, Jadhav U, Madha S, van Es J, Dean J, Cavazza A (2020). Ascl2-dependent cell dedifferentiation drives regeneration of ablated intestinal stem cells. Cell Stem Cell.

[21] Du W, Frankel TL, Green M, Zou W (2022). IFNγ signaling integrity in colorectal cancer immunity and immunotherapy. Cell Mol Immunol.

[22] Gao Q, Wang S, Chen X, Cheng S, Zhang Z, Li F (2019). Cancer-cell-secreted CXCL11 promoted CD8+ T cells infiltration through docetaxel-induced-release of HMGB1 in NSCLC. J Immunother Cancer.

[23] Chen J, Ye X, Pitmon E, Lu M, Wan J, Jellison ER (2019). IL-17 inhibits CXCL9/10-mediated recruitment of CD8+ cytotoxic T cells and regulatory T cells to colorectal tumors. J Immunother Cancer.

[24] Wang K, Kim MK, Di Caro G, Wong J, Shalapour S, Wan J (2014). Interleukin-17 receptor a signaling in transformed enterocytes promotes early colorectal tumorigenesis. Immunity.

[25] Mengus G, Fadloun A, Kobi D, Thibault C, Perletti L, Michel I (2005). TAF4 inactivation in embryonic fibroblasts activates TGF beta signalling and autocrine growth. EMBO J.

[26] Yu Y, Chen S, Lu G-F, Wu Y, Mo L, Liu Z-Q (2014). Alphavbeta6 is required in maintaining the intestinal epithelial barrier function. Cell Biol Int.

[27] Hageman JH, Heinz MC, Kretzschmar K, van der Vaart J, Clevers H, Snippert HJG (2020). Intestinal regeneration: regulation by the microenvironment. Dev Cell.

[28] Farin HF, Jordens I, Mosa MH, Basak O, Korving J, Tauriello DVF (2016). Visualization of a short-range Wnt gradient in the intestinal stem-cell niche. Nature.

[29] Erkek S, Johann PD, Finetti MA, Drosos Y, Chou H-C, Zapatka M (2019). Comprehensive analysis of chromatin states in atypical teratoid/rhabdoid tumor identifies diverging roles for SWI/SNF and Polycomb in gene regulation. Cancer Cell.

[30] Nakayama RT, Pulice JL, Valencia AM, McBride MJ, McKenzie ZM, Gillespie MA (2017). SMARCB1 is required for widespread BAF complex-mediated activation of enhancers and bivalent promoters. Nat Genet.

[31] Valencia AM, Kadoch C (2019). Chromatin regulatory mechanisms and therapeutic opportunities in cancer. Nat Cell Biol.

[32] Lorzadeh A, Romero-Wolf M, Goel A, Jadhav U (2021). Epigenetic regulation of intestinal stem cells and disease: a balancing act of DNA and histone methylation. Gastroenterology.

[33] Piunti A, Shilatifard A (2021). The roles of Polycomb repressive complexes in mammalian development and cancer. Nat Rev Mol Cell Biol.

[34] Chiacchiera F, Rossi A, Jammula S, Piunti A, Scelfo A, Ordóñez-Morán P (2016). Polycomb complex PRC1 preserves intestinal stem cell identity by sustaining Wnt/β-catenin transcriptional activity. Cell Stem Cell.

[35] Chiacchiera F, Rossi A, Jammula S, Zanotti M, Pasini D (2016). PRC2 preserves intestinal progenitors and restricts secretory lineage commitment. EMBO J.

[36] Koppens MAJ, Bounova G, Gargiulo G, Tanger E, Janssen H, Cornelissen-Steijger P, et al. Deletion of Polycomb repressive complex 2 from mouse intestine causes loss of stem cells. Gastroenterology. 2016. 10.1053/j.gastro.2016.06.020.10.1053/j.gastro.2016.06.02027342214

[37] Serra D, Mayr U, Boni A, Lukonin I, Rempfler M, Challet Meylan L (2019). Self-organization and symmetry breaking in intestinal organoid development. Nature.

[38] Nakanishi Y, Reina-Campos M, Nakanishi N, Llado V, Elmen L, Peterson S (2016). Control of paneth cell fate, intestinal inflammation, and tumorigenesis by PKCλ/ι. Cell Rep.

[39] Yu Y, Blokhuis B, Derks Y, Kumari S, Garssen J, Redegeld F (2018). Human mast cells promote colon cancer growth via bidirectional crosstalk: studies in 2D and 3D coculture models. Oncoimmunology.

[40] Galon J, Costes A, Sanchez-Cabo F, Kirilovsky A, Mlecnik B, Lagorce-Pages C (2006). Type, density, and location of immune cells within human colorectal tumors predict clinical outcome. Science.

[41] Sun S, Yu F, Xu D, Zheng H, Li M (2022). EZH2, a prominent orchestrator of genetic and epigenetic regulation of solid tumor microenvironment and immunotherapy. Biochim Biophys Acta Rev Cancer.

[42] Kang N, Eccleston M, Clermont P-L, Latarani M, Male DK, Wang Y (2020). EZH2 inhibition: a promising strategy to prevent cancer immune editing. Epigenomics.

[43] Nagarsheth N, Peng D, Kryczek I, Wu K, Li W, Zhao E (2016). PRC2 epigenetically silences Th1-type chemokines to suppress effector T-cell trafficking in colon cancer. Cancer Res.

[44] Li J-Y, Xiao J, Gao M, Zhou H-F, Fan H, Sun F (2021). IRF/Type I IFN signaling serves as a valuable therapeutic target in the pathogenesis of inflammatory bowel disease. Int Immunopharmacol.

[45] El Marjou F, Janssen KP, Chang BH, Li M, Hindie V, Chan L (2004). Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. Genesis.

[46] Colnot S, Niwa-Kawakita M, Hamard G, Godard C, Le Plenier S, Houbron C (2004). Colorectal cancers in a new mouse model of familial adenomatous polyposis: influence of genetic and environmental modifiers. Lab Invest.

[47] Li Y, Zhang M, Xiao H, Fu H, Ho A, Lin C (2015). Addition of berberine to 5-aminosalicylic acid for treatment of dextran sulfate sodium-induced chronic colitis in C57BL/6 mice. PLoS ONE.

[48] Balbinot C, Armant O, Elarouci N, Marisa L, Martin E, De Clara E (2018). The Cdx2 homeobox gene suppresses intestinal tumorigenesis through non-cell-autonomous mechanisms. J Exp Med.

[49] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J.

[50] Bankevich A, Nurk S, Antipov D, Gurevich AA, Dvorkin M, Kulikov AS (2012). SPAdes: a new genome assembly algorithm and its applications to single-cell sequencing. J Comput Biol.

[51] Zhang J, Kobert K, Flouri T, Stamatakis A (2014). PEAR: a fast and accurate Illumina Paired-End reAd mergeR. Bioinformatics.

[52] Rognes T, Flouri T, Nichols B, Quince C, Mahé F (2016). VSEARCH: a versatile open source tool for metagenomics. PeerJ.

[53] Cole JR, Wang Q, Cardenas E, Fish J, Chai B, Farris RJ (2009). The Ribosomal Database Project: improved alignments and new tools for rRNA analysis. Nucleic Acids Res.

[54] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[55] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[56] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[57] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[58] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[59] Benjamini Y, Hochberg Y (1994). Controlling the false discovery rate: a pratical and powerful ap- proach to multiple testing. Genome Biol.

[60] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[61] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[62] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[63] Ye T, Krebs AR, Choukrallah M-A, Keime C, Plewniak F, Davidson I (2011). seqMINER: an integrated ChIP-seq data interpretation platform. Nucleic Acids Res.

[64] Bailey TL, Johnson J, Grant CE, Noble WS (2015). The MEME suite. Nucleic Acids Res.

[65] Wickham H. ggplot2: Elegant Graphics for Data Analysis. 2nd ed. Cham: Springer International Publishing: Imprint; 2016. 10.1007/978-3-319-24277-4.

[66] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM (2019). Comprehensive integration of single-cell data. Cell.

[67] Van de Sande B, Flerin C, Davie K, De Waegeneer M, Hulselmans G, Aibar S (2020). A scalable SCENIC workflow for single-cell gene regulatory network analysis. Nat Protoc.

# Supplementary material for: General transcription factor TAF4 antagonizes epigenetic silencing by Polycomb to maintain intestine stem cell functions
**Source:** Cell Death Differ. 2023 Jan 13;30(3):839–53. doi: 10.1038/s41418-022-01109-6
**Supplement:** Supplementary file 1 — Supp Figs Legends

**Legends of supplementary Figures**

**Supplementary Figure 1***.* SCs and *Taf4* inactivation

**A**. Immunofluorescence detection of Olfm4 and Ephb2 in *Taf4^IEC^* and control mice. Bars are 100 µm. **B**. Taf4 protein immunofluorescence detection in *Taf4^CBC^* mice 6 days after Tamoxifen administration. Regular and dotted lines respectively encircle a *Taf4*-not-inactivated and a *Taf4*-inactivated crypt. In the latter, Paneth cells with a half-life of several dozens of days still express the Taf4 protein (white arrowheads). **C**. Absorptive cell differentiation in *Taf4^CBC^* mice. Nuclei are in blue, Taf4 immunostaining in red, and Alkaline Phosphatase activity (Alpi) in green. White arrowheads and open arrowheads respectively show Taf4-depleted and Taf4-expressing nuclei; white arrows and open arrows respectively point to Alpi absent and present at the apical pole of enterocytes. Bars are 50 µm.

**Supplementary Figure 2***.* Effect of *Taf4* inactivation in the adult gut epithelium

**A**. Activated-Capsase3 immunostaining and cell counts in *Taf4^IEC^* and *Taf4^lox/lox^* control (Ctrl) mice 10 days after Tamoxifen injection. Boxes extend from the 25^th^-75^th^ percentile and whiskers represent mean to max. Bars are 100 µm. ns, not significant. **B**. Immunodetection of Cdx2, of the isoforms 1-6 and 7-9 of Hnf4α, and of Hes1 proteins in the intestine of adult *Taf4^IEC^* and *Taf4^lox/lox^* (ctrl) mice 10 days after Tamoxifen administration. Bars: 100 µm.

**Supplementary Figure 3***.* Pathophysiological consequences of *Taf4* inactivation.

**A**. Microbiota. Number of clusters of similar sequence variants of the 16S rDNA gene expressed as OUT (Operational taxonomic units) (left); relative abundance of microbiota families (middle); and genera abundance (right) in the cecum of *Taf4^IEC^* and *Taf4^lox/lox^* control (n=8 for each genotype) mice treated with Tamoxifen 1 month before sample collection. *** *q*<0.001. **B**. Epithelial barrier activity. Blood concentration of FITC-Dextran in *Taf4^IEC^* (n=14) and *Taf4^lox/lox^* control (n=13) mice 3 hours after gavage; ** *p*<0.01. **C**. Sensitivity to acute inflammation induced by 2% DSS in the drinking water. Clinical score of *Taf4^IEC^* (n=5) and *Taf4^lox/lox^* control mice (n=5) during DSS treatment (days 1 to 5) and in the next days (days 6-8). **D**. Histology (HE) and immunohistochemical detection of the indicated proteins in the distal colon of *Taf4^IEC^* and *Taf4^lox/lox^* control mice at the end of the DSS experiment. Bars are 400 µm for histology and 100 µm for immunostaining. In the inflammatory zones, the clot is directly facing the lumen (open arrowhead) or irregularly covered by an injured single-layer epithelium with atrophied glands (black arrowheads).

**Supplementary Figure 4**. Chromatin accessibility changes upon Taf4 loss

**A**. Scatter plot of ATAC-seq peaks in 4-OHT treated *Taf4^IEC^* *vs* *Taf4^lox/lox^* enteroids after early *Taf4* gene inactivation. Blue and red dots respectively represent lower (lost) and higher (gained) peaks in *Taf4^IEC^* *vs* *Taf4^lox/lox^* enteroids. **B**. Read density heat maps of ATAC-seq peaks identifying peaks that were diminished (C7 left panel) or gained (C8 left panel) after Taf4 loss. Center and right panels show re-clustering of C7 and C8, respectively. **C.** In silico footprinting of differentially accessible ATAC-seq sites. **D**. Most frequent DNA binding motifs present in the lost and gained peaks of C7 and C8 identified in 6B. **E**. Ontology of the genes downregulated by Taf4 loss and associated with differentially accessible ATAC-seq peaks.

**Supplementary Figure 5***.* Kinetics of morphological defects in *Taf4^IEC^* enteroids by *Taf4* inactivation and rescue by EPZ6438.

Pictures show the evolution of the same enteroid in each condition from days 1 to 15 of culture. Treatments started at day 1 (**A**) or at day 5 (**B**) of culture. Bars are 200 µm.

**Supplementary Figure 6***.* H3K27me3 changes by *Taf4* inactivation in mouse embryos and adults.

Immunodetection of H3K27me3 in E18.5 *Taf4^IEndoC^* and *Taf4^lox/lox^* control (Ctrl) embryos (**A**) and in adult *Taf4^IEC^* and *Taf4^lox/lox^* control (Ctrl) mice (**B**). Bars are 50 µm.

How the deposited data were processed for this re-analysis (not part of the article)

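Single-cell RNA-seq of 1 control and 1 *Taf4* IEC library of enteroids at day 8 of culture was analysed. The other experiments of the paper (bulk RNA-seq, ATAC-seq and in vivo data) were not analysed here. The deposited values are UMI counts per gene and cell without normalization. The methods of the paper state that CellRanger was used to align to mm10, remove unexpressed genes and count UMIs, and that counts were normalized afterwards. The authors kept cells with 200 to 6000 genes and under 15% mitochondrial reads. All values are whole numbers, and every cell meets this filter, so the filter had been applied to them. The 2 libraries list 15182 genes in common, 879 in the control only and 604 in the *Taf4* IEC library only.

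The counts were analysed with R 4.3.3 and Seurat 5.3.0 for clustering and phases, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 for all counts and intervals, and with Scrublet in scanpy 1.11.5 for predicted doublets. The paper names Seurat at an earlier version and does not name the variables regressed out in scaling. Scrublet called 10 control cells (0.390%) and 0 *Taf4* IEC cells, which were kept in the main setting. Values per gene are UMIs per 10000 with exact Poisson intervals. Intervals of log2 ratios come from the exact conditional binomial, shares of cells have Clopper-Pearson intervals, and their differences are combined by the square-and-add method of Newcombe. All are 95% intervals for counting error. Where a library had 0 UMIs of a gene, the ratio was bounded with a floor of 3 counts over the library. The intervals and list percentiles were tested on simulated data, in which the intervals held the true value for 94.9% of 196 changed and 95.3% of the unchanged genes among 10027, and 5% of 200 unchanged lists lay above the 95th percentile of the random lists. The counts were drawn from the Poisson model that the intervals assume, so this checks the arithmetic only. No cells were simulated, and the clustering, naming of clusters, shares and phase calls were not tested in this way.

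The lists of markers and of state genes, the named genes, the clustering settings and all alternatives but 5 were chosen before the data were examined. The 5 are those of the naming rule, with the one that drops its condition on leading genes, and the clustering without marker genes. The named genes are *Taf4*, *Taf4b*, the genes that the paper names in its single-cell results, *Ascl2*, *Clu*, *Krt19*, *Tert* and *Cdx2*, the markers of the lists, and the 5 highest and 5 lowest ratios among genes with at least 200 UMIs over both libraries. A gene with 0 UMIs in 1 library was ranked as more extreme than any with UMIs in both, whatever its bound. Genes outside this rule (*Mki67*, *Top2a*, *Bex1*, *Xist*, *Rnaset2a*, *Gm42418*, *AY036118*, *Malat1* and leading genes of clusters) were named after their values were seen. Of the stem list, *Rgmb*, *Aqp4*, *Clca3b* and *Cdca7* also stand in the paper's marker table of these libraries, so that the list is not independent of them. Each list of state genes (p53, S phase, G2/M, glycolysis, oxidative phosphorylation, PRC2, other cells) was summarized by the median log2 ratio of its genes and placed among 10000 random lists of equal size and expression. The low-quality list (mitochondrial genes, *Gm42418*, *AY036118*, *Malat1* and *Lars2*) served in the naming of clusters and in the comparison of unnamed with named cells. The markers met by each enterocyte-like cluster are not reported here.

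The number of markers and the level they must reach were not set in advance. They were chosen after the marker tables of the clusters had been seen under 4 rules, which differ in the level compared with (the mean of the 2 libraries or the other cells of the same library) and in the fold (1.5 or 2). All 4 are reported. The condition on leading genes, dropped as a whole in 1 alternative, has a further part, which alone decided no cluster of the main setting. A cluster without a marker of its class among them also stays unnamed when its median depth is under 0.333 of that of its library. The main rule gives a control stem-like share near that of the paper and the other rules do not all do so. In addition, 10 clusterings of each library with other settings were made to see whether the cluster sizes of the paper could be reached. None matched, and they were not kept. The number of *Taf4* IEC clusters also changed by 1 with the numerical library used. The clusters of the paper were paired with those here by the correlation, across the 1999 genes of the cluster means that were held, of log means (r from 0.927 to 0.999 for the best pair). Genes are not independent replicates, and this r only served to pair clusters. The tables of cluster means and of markers were held in part, 1999 genes of 16061 and 15786 and 1999 markers.

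Phases were called from the Seurat cell cycle lists after each cell was thinned to 5000 UMIs, with shallower cells left out and counted. Alternatives to the clustering were resolutions of 0.5 and 1.4, 10 and 30 principal components, no regression, housekeeping and low-quality genes left out, and both libraries clustered together. For the cells they were predicted doublets removed, at least 1000 genes per cell and under 10% mitochondrial UMIs. For the ratios they were other totals, the mean of per-cell values, all barcodes and each cell thinned to 500 UMIs. The networks of SCENIC were not inferred again, since the members of its regulons were not used here.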

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

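The tests of gene annotation in genes listed for both libraries, of cell type shares, of strain and of the paralog *Rnaset2a* were chosen only after the results were seen, and the test of annotation in genes missing from 1 list was chosen before. The genes below are the 5 lowest and the 5 highest ratios of UMIs per 10000 over all cells, *Taf4* IEC over control, among genes with at least 200 UMIs, and the paper's text discusses none of them but *Gip*, which it names among genes decreased in the ileum of adult mice. *Gip* is given here as 1 of the 10 genes of the rule. Genes with 0 UMIs in 1 library were ranked first, whatever their bounds.

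Among the lowest, *Gm10260* had 26341 UMIs in the control and 12 in the *Taf4* IEC library, a log2 ratio of -10.42 (-11.38 to -9.62). *Gm42047* (977 UMIs), *BC023719* (712), *Acss3* (303) and *Ppp1r9a* (251) had 0 UMIs in the *Taf4* IEC library, which with a floor of 3 counts over the library gives log2 ratios of -7.67, -7.21, -5.98 and -5.71 as bounds. They were near absent from every class of *Taf4* IEC cells. In stem-like cells the 5 genes had 16866 UMIs in the control and 7 in the *Taf4* IEC library, which argues against different shares of cell types in the libraries as the cause.

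Among the highest, *Cyp2e1* had 0 UMIs in the control and 246 in the *Taf4* IEC library, a bound of 7.03, *Rec8* had 5 and 360 (6.85, 5.61 to 8.48), *Gip* 26 and 1564 (6.59, 6.03 to 7.21), *Defa5* 9 and 247 (5.46, 4.51 to 6.60) and *Rnaset2b* 27 and 726 (5.43, 4.87 to 6.04). *Gip* lay in enteroendocrine-like cells, with 24 control and 1553 *Taf4* IEC UMIs, and *Cyp2e1* in Paneth/goblet-like cells, with 212 of its UMIs. *Defa5* had 115 UMIs in Paneth/goblet-like and 131 in enteroendocrine-like *Taf4* IEC cells. *Rec8* and *Rnaset2b* were higher in each of the stem-like, enterocyte-like, Paneth/goblet-like, enteroendocrine-like and unnamed classes.

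A different gene annotation of the 2 files could make a gene vanish from 1 of them. Of the 10 genes, 4 (*Gm42047*, *BC023719*, *Acss3* and *Cyp2e1*) are listed for only 1 library. This stays open. The authors removed unexpressed genes, but not those without UMIs in the cells held here, since 157 control and 189 *Taf4* IEC genes are listed with 0 UMIs, *Ppp1r9a* in the *Taf4* IEC library among them. The cells before filtering are not held, so that a gene left out of 1 annotation and a gene without UMIs in all of those cells cannot be told apart. The other 6 are listed for both, with UMIs in at least 1, which argues against annotation for them.

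A strain difference between the enteroid lines might act on single genes. Of the 63 genes with a log2 ratio beyond 2.5 either way and a known chromosome, 8 lie on chromosome 17 (12.7%, against 5.09% of the 9732 genes placed). The chromosome was picked after the counts were seen, and with 1 library per condition a strain difference and *Taf4* loss cannot be told apart. The label of both libraries gives a mixed strain. The paper names *Taf4* lox/lox enteroids as the control, whereas the label names wild-type enteroids given ethanol, which leaves open whether the libraries come from separate lines. For *Rnaset2b*, reads shared with its paralog *Rnaset2a* may count. *Rnaset2a* fell from 1644 to 673 UMIs (-0.61, -0.74 to -0.48), and the summed UMIs of both had a log2 ratio of 0.42 (0.32 to 0.52), near but above the median of 0.16 of all genes. Sharing of reads and a rise of *Rnaset2b* cannot be told apart from these counts. *Taf4* loss, the treatment of the control and a difference between the cultures remain open for all 10 genes and were not tested.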

How the results depend on the processing

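The alternatives that change the naming rule and the one that leaves the markers out of clustering were chosen only after the results were seen, and all others before. Shares are given in percentage points, *Taf4* IEC minus control, and the causes of the changes were not tested except where stated.

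The naming rule moved the stem-like, unnamed, Paneth/goblet-like and enteroendocrine-like differences most. The enterocyte-like difference moved most with at least 1000 genes per cell, and the tuft-like one without regression. With a marker counted from 2 times the mean level of both libraries, the differences were -31.0 for stem-like, 26.8 for unnamed and 3.05 for enterocyte-like cells, and log2 ratios within stem-like cells were reversed to 0.28 (*Lgr5*), 0.62 (*Olfm4*), 0.80 (*Ezh2*) and 0.23 (*Suz12*). With markers counted against the other cells of the library they were -7.87 for stem-like, 17.9 for unnamed and, reversed, -14.0 for Paneth/goblet-like cells. From 2 times that level the stem-like difference was reversed to 20.2, the unnamed one to -19.0 and the enterocyte-like one to -2.30. With the condition on leading genes dropped, 2 *Taf4* IEC clusters of 481 and 105 cells were named, and the differences were -11.5 for stem-like, -21.7 (reversed) for unnamed and 27.4 for enteroendocrine-like cells, with ratios of unnamed over stem-like *Taf4* IEC cells of -1.16 (*Ezh2*) and -0.98 (*Suz12*). The construction of the rule of 2 times the other cells of the library shows the cause for the stem-like share, since a control stem-like cluster is compared with cells that include the other 4 stem-like clusters, which raise the level a marker has to exceed. Under that rule the ratios of unnamed over stem-like control cells were reversed to 0.63 (*Ezh2*) and 0.42 (*Suz12*), and those within stem-like cells to 0.60 (*Olfm4*), 0.47 (*Ezh2*) and 0.0085 (*Suz12*).

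The stem-like difference was negative in all 10 alternatives set in advance. These alternatives all used the main naming rule, which was chosen after the marker tables of the clusters had been seen, so that their values were not fixed in advance. Requiring 1000 genes per cell gave -26.7 for stem-like, -12.9 (reversed) for unnamed, 19.0 for Paneth/goblet-like, 19.9 for enterocyte-like and 5.57 for enteroendocrine-like cells, with *Ezh2* in unnamed over stem-like *Taf4* IEC cells reversed to 0.058 and *Lgr5* within stem-like cells to 0.0037. This alternative removes 19.2% of the control and 49.9% of the *Taf4* IEC cells. It names clusters of 107 and 46 *Taf4* IEC cells as Paneth/goblet-like, the first with a median of 4140 UMIs and 1 Paneth/goblet marker among its leading genes, the second with none and led by genes of mitosis, so that the values of 19.0, -12.9 and -26.7 are in doubt. With both put with the unnamed cells the unnamed difference was 3.97. With the main clusters kept, unnamed cells were 13.4% of control and 8.05% of *Taf4* IEC cells with at least 1000 genes, and 80.3% and 65.8% of those with fewer. Since the naming rule also uses low-quality genes, this does not show what these cells are.

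Resolution 0.5 gave -29.0 for stem-like, 22.6 for unnamed, -2.63 (reversed) for Paneth/goblet-like and 8.14 for enterocyte-like cells, with *Ezh2* and *Suz12* in unnamed over stem-like *Taf4* IEC cells reversed to 0.41 and 0.37 and *Lgr5* within stem-like cells to 0.0014. With 10 principal components the stem-like difference was -32.6 and the unnamed one 19.8, and *Olfm4* and *Ezh2* within stem-like cells were reversed to 0.47 and 0.43. With 30 the unnamed difference was 17.1, the Paneth/goblet-like one -0.690 (reversed) and the enterocyte-like one 0.540. No regression gave -31.4 for stem-like, 24.7 for unnamed, 0.149 for Paneth/goblet-like and 0.524 for enterocyte-like cells, with *Olfm4*, *Ezh2* and *Suz12* within stem-like cells reversed to 0.38, 0.56 and 0.13. Leaving mitochondrial, ribosomal protein, *Gm42418* and *AY036118* genes out of clustering gave -21.0, 19.9, -0.310 (reversed) and 0.128 for the same 4 classes. Leaving out the markers gave 20.5 for unnamed, -3.98 (reversed) for Paneth/goblet-like and 0.264 for enterocyte-like cells.

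Clustering both libraries together gave -40.7 for stem-like, 35.1 for unnamed and -0.473 (reversed) for Paneth/goblet-like cells, and within stem-like cells 0.11 (*Lgr5*), 0.47 (*Olfm4*), 0.50 (*Ezh2*) and 0.12 (*Suz12*), all reversed. Its 4 stem-like clusters drew between 92.6% and 98.1% of their cells from the control, so that a cluster may stand for a library, and 1 unnamed cluster of 218 cells with a median of 35730.5 UMIs drew 0.459%. A mitochondrial share under 10% gave -11.9 for stem-like, 5.67 for unnamed, -0.748 (reversed) for Paneth/goblet-like and 2.94 for enteroendocrine-like cells, and log2 ratios of -0.63 (*Lgr5*), -0.78 (*Olfm4*) and 1.27 (p53 list). Removing predicted doublets reversed the Paneth/goblet-like difference to -0.612, although only 10 cells were removed.

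For the ratios over all cells, thinning each cell to 500 UMIs gave 0.95 (*Taf4*), -0.62 (*Lgr5*), -0.89 (*Olfm4*), -0.014 (*Ezh2*), -0.26 (*Suz12*) and 1.49 (p53 list), and reversed *Taf4b* to -1.08, *Atoh1* to -0.084, *Ppara* to -1.31 and *Ppargc1a* to -0.20. The mean of per-cell values gave -0.61 (*Lgr5*), -0.77 (*Olfm4*), 0.017 (*Ezh2*, reversed), -0.16 (*Suz12*), -0.16 (*Neurod2*, reversed) and 1.42 (p53 list). Leaving mitochondrial, ribosomal protein, *Gm42418* and *AY036118* genes out of the total gave -0.90 (*Lgr5*), -1.15 (*Olfm4*), -0.73 (*Ezh2*), -0.68 (*Suz12*), 0.97 (p53 list) and -0.022 (*Cdx2*, reversed). Without thinning, the difference of the G2/M share of stem-like cells was reversed to 0.810. The main value leaves out 154 of 214 cells of the *Taf4* IEC stem-like cluster with the most G2/M calls, so that it gives no direction.

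The tuft-like difference of -2.41 was reversed to 4.56 without regression, 0.883 with 10 principal components, 0.828 with predicted doublets removed, 0.773 without the markers in clustering and 0.373 with both libraries together, and was -4.93 with at least 1000 genes per cell. With resolution 0.5, 30 principal components, housekeeping and low-quality genes left out or a mitochondrial share under 10% no cluster was tuft-like. The enteroendocrine-like difference was positive in all 15 alternatives (0.526 to 27.4), and the p53 list was positive in all 9 over all cells and in all 15 within stem-like cells (0.96 to 1.77), as was *Cdkn1a* within stem-like cells (1.47 to 3.36). *Lgr5*, *Olfm4* and *Suz12* over all cells kept their sign in 8 of 8 alternatives, and *Taf4* stayed above 0. Using all barcodes changed nothing, since every cell passes the filter, and says nothing about stability. Depth limits what can be read from the *Taf4* IEC library, in which 890 of 1811 cells have under 2000 UMIs and hold 3.06% of its UMIs.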

Differences from the paper's values

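The alternatives of the naming rule and the one without marker genes were chosen only after the results were seen. The main naming rule, used in all other alternatives, was also chosen after the marker tables of the clusters had been seen. The paper's cluster sizes give the share of its stem clusters, WT0, WT3, WT6 and WT9 in the control and KO6 in the *Taf4* IEC library. In *Taf4* IEC cells the paper's value is 5.85% and the stem-like share here was 23.9%. None of the 10 alternatives set before the data were examined, nor of the 5 added after they were seen, came within 1.5 times of the paper's value (1.82% to 29.7%). Of the 3 *Taf4* IEC clusters called stem-like here, the cluster of 33 cells paired with KO6, that of 214 cells with the progenitor cluster KO2 and that of 185 cells with KO1, which the paper calls undifferentiated. The paper's progenitors, 11.0% of *Taf4* IEC and 17.6% of control cells, have no class of their own here. In the control, WT2 paired with the unnamed cluster of 245 cells and WT8 with the stem-like cluster of 214 cells. KO2 paired with a stem-like cluster. Progenitor counterparts thus fall into the unnamed and the stem-like class, not in the same way in the 2 libraries, and both share differences include them.

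For undifferentiated cells the paper's value in the control is 16.3% and the unnamed share here was 26.3%. Of the alternatives set before the data were examined, 2 of 10 gave values within 1.5 times of the paper's, 24.3% with mitochondrial, ribosomal protein, *Gm42418* and *AY036118* genes left out of clustering and 15.7% with at least 1000 genes per cell, and the other 8 did not. With markers counted against the other cells of the library, a setting chosen after seeing the values, it was 17.9%. The unnamed control clusters paired with WT1 and with the progenitor cluster WT2.

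The paper states that Ezh2 and Suz12 activity is higher in undifferentiated cells than in SCs. The UMIs of both genes, which are not that activity, were lower in unnamed than in stem-like cells, with log2 ratios of -1.37 and -0.58 for *Ezh2* and of -0.65 and -0.41 for *Suz12* in the control and the *Taf4* IEC library when clusters were pooled. These stem-like *Taf4* IEC cells include the counterparts of KO1, which the paper calls undifferentiated, and of the progenitor cluster KO2. The unnamed control cells include the counterpart of the progenitor cluster WT2, with *Ezh2* at 0.475 (0.412 to 0.545). In the counterpart of WT1 *Ezh2* was at 0.565 (0.409 to 0.761). The stem-like control cluster of 194 cells, mostly called G1, had 0.561 (0.485 to 0.646), and the other stem-like control clusters 0.739 to 1.75. In the cluster of 33 cells that pairs with KO6, the paper's SCs, *Ezh2* was at 2.17 (1.91 to 2.45) and *Suz12* at 1.25 (1.05 to 1.47) per 10000, against 0.944 (0.642 to 1.34) and 0.883 (0.592 to 1.27) in the counterpart of KO0, 0.666 (0.604 to 0.733) and 0.606 (0.546 to 0.670) in that of KO1, and 0.821 (0.486 to 1.30) and 0.593 (0.316 to 1.01) in that of KO3. The cluster of 33 cells is smaller than KO6, of 106 cells, and 90.9% of it was called S. In the counterpart of KO1, 74.9% of the cells deep enough for a call were called G1, so that phase was not matched. The paper states that precursor cells of the enteroendocrine lineage were reduced. The UMIs of the precursor gene *Neurog3*, which do not count cells, were higher in the *Taf4* IEC library, with a log2 ratio of 1.22 over all cells. The paper presents the *Taf4* IEC enteroids as *Taf4*-inactivated, and the UMIs of *Taf4* were not lower, with a log2 ratio of 0.44. The paper states that undifferentiated cells are marked by activity of E2f factors. The UMIs of *E2f1*, which are not that activity, were 0.0657 per 10000 in the unnamed control cluster that pairs with WT1 and 0.0570 in unnamed *Taf4* IEC cells, from 5 and 6 UMIs, against 0.186 and 0.118 in stem-like cells. Those of *E2f8* were 0.184 and 0.0285, against 0.187 and 0.0441.

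In the paper's Supplementary Table 7, of which 1999 markers were held, the column of log2 fold changes is not on a log2 scale of the fold it gives. It equals the natural log fold change times 3.32, the log2 of 10, where 1.44 would turn a natural into a binary logarithm. For *Aqp4* in WT0 the paper's value is 1.58, and the paper's natural log fold change of 0.476 is 0.69 on the log2 scale. The second share of cells in that table equals the share over all other cells of both libraries for 1999 of 1999 markers, within 0.001, and that over the other control cells for 16. Markers of the control clusters in it therefore include genes that differ between the libraries, such as *Bex1*, first for WT0, with 18114 UMIs in the control and 68 in the *Taf4* IEC library, and *Gm10260*, with 26341 and 12.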

Other observations

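The test of free RNA, the version of the random set scores weighted by expression, the lists in the shallow unnamed clusters and the alternative without the condition on leading genes were chosen only after the results were seen. The test of low quality and the unweighted random sets were chosen before.

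The larger unnamed share of the *Taf4* IEC library might come from cells of low quality. Its unnamed cells had a median of 652 UMIs against 20304 in the named ones, and *Gm42418* took 179 of 10000 UMIs against 35.8. The naming rule kept 2 of the 4 unnamed clusters, of 481 and 105 cells, out of the classes because they had no marker of their class but a low-quality gene among 10 leading ones, *AY036118* in the first and *Malat1* in the second, so that part of this contrast is built in. Shallow clusters with leading markers were named. *AY036118* took 9.69 against 1.38, which goes with low quality too. *Malat1* took 120 against 71.9 when the unnamed clusters were pooled, but this came from the clusters of 105 and 19 cells, at 327 and 266. In the unnamed clusters of 481 and 63 cells *Malat1* was at 41.2 and 57.2, below the named cells. The mitochondrial share was lower, 5.22% against 8.33%, and at 500 UMIs per cell the median number of genes was 346 against 330. Neither is the sign of low quality looked for, but droplets with mostly free RNA could show both, so that neither excludes it. The fewest UMIs in any cell were 502 in the control and 501 in the *Taf4* IEC library. The unnamed cluster of 481 cells, with a median of 617 UMIs, lies close to this lower limit. With the condition on leading genes dropped the unnamed difference was -21.7 points. Cells of low quality and a state of cells with few transcripts cannot be told apart from these counts.

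Free RNA in droplets could give the shallow unnamed cells their markers of several differentiated types. In *Taf4* IEC cells at 500 UMIs, pairs of enterocyte, Paneth/goblet and enteroendocrine markers in 1 cell were seen 1.06 times (0.994 to 1.13) as often as independent markers would be, close to what free RNA predicts. The ratio was 1.17 (1.09 to 1.25) in the other *Taf4* IEC cells, and 1.06 (0.957 to 1.17) and 1.25 (1.15 to 1.35) in control cells, so that the markers do not exclude each other in any group and the test separates the explanations poorly. Free RNA and mixed identity cannot be told apart.

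A very large regulon might score high in shallow cells by its size alone. Random sets of its size could not test this. Sets drawn uniformly have equal scores by construction. Sets drawn in proportion to the cells with a UMI hold the genes that are often detected, and the shallow unnamed *Taf4* IEC cells have a median of 423.5 genes, fewer than the 531 at the top of the ranking that the score uses, so that their lower score than in stem-like cells (a mean difference of -0.0556) is fixed by the design. The members of the regulon were not used here, and its own score stays open.

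Genes linked to rescue of the epithelium were set in advance. Over all cells the log2 ratio was -1.85 (-2.01 to -1.68) for *Ascl2*, 1.12 (0.54 to 1.70) for *Clu*, 1.38 for *Krt19*, from 25114 and 40803 UMIs, 0.39 (-0.27 to 1.05) for *Tert*, from 45 and 37 UMIs, and 0.16 (0.09 to 0.23) for *Cdx2*. *Cdx2* was -0.02 with housekeeping and low-quality genes left out of the total and the others kept their sign in 8 of 8 alternatives.

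The glycolysis list of 13 genes had a median log2 ratio of 0.08 (0.07 to 0.09) over all cells and the oxidative phosphorylation list of 0.13 (0.11 to 0.14), both near the median of random lists (0.07 and 0.12). Of the list of other cells (immune, stromal and endothelial), 4 genes were found, with 16 control and 15 *Taf4* IEC UMIs in all. In the shallow unnamed clusters the S phase list had a median of -0.83 (-1.02 to -0.54) and the G2/M list of -0.47 (-0.70 to -0.34), lower in the *Taf4* IEC library, where the median of random lists was 0.37 and 0.31. With the deep unnamed control cluster pooled in, the medians were 0.41 and 1.06. *Malat1* had a log2 ratio of 0.74, *Gm42418* of 0.76 and *AY036118* of 0.98 over all cells.

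Within stem-like cells *Gm42047*, *BC023719*, *Dkk2*, *Acss3* and *Ppp1r9a* had 0 *Taf4* IEC UMIs, with bounds of -6.64, -5.59, -4.81, -4.59 and -4.53, and *Gm10260*, with 15479 and 7 UMIs, had a log2 ratio of -9.86 (-11.18 to -8.82), below these bounds. The 5 highest were *Rec8* (6.79), *AC167229.1* (6.50), *1700007K13Rik* (6.49), *Rnaset2b* (6.03) and *Ly6a* (5.61, 38 and 785 UMIs). *Bex1* had a log2 ratio of -7.38 (-7.75 to -7.04) over all cells. *Xist* had 52008 and 31153 UMIs (-0.06). No explanation was tested for these genes beyond those of the 10 genes over all cells.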
